# Cebp1 and Cebpβ transcriptional axis controls eosinophilopoiesis in zebrafish

**DOI:** 10.1038/s41467-024-45029-0

**Published:** 2024-01-27

**Authors:** Gaofei Li, Yicong Sun, Immanuel Kwok, Liting Yang, Wanying Wen, Peixian Huang, Mei Wu, Jing Li, Zhibin Huang, Zhaoyuan Liu, Shuai He, Wan Peng, Jin-Xin Bei, Florent Ginhoux, Lai Guan Ng, Yiyue Zhang

**Keywords:** Myelopoiesis, Eosinophils, Differentiation

## Abstract

Eosinophils are a group of granulocytes well known for their capacity to protect the host from parasites and regulate immune function. Diverse biological roles for eosinophils have been increasingly identified, but the developmental pattern and regulation of the eosinophil lineage remain largely unknown. Herein, we utilize the zebrafish model to analyze eosinophilic cell differentiation, distribution, and regulation. By identifying *eslec* as an eosinophil lineage-specific marker, we establish a *Tg(eslec:eGFP)* reporter line, which specifically labeled cells of the eosinophil lineage from early life through adulthood. Spatial-temporal analysis of *eslec*^*+*^ cells demonstrates their organ distribution from larval stage to adulthood. By single-cell RNA-Seq analysis, we decipher the eosinophil lineage cells from lineage-committed progenitors to mature eosinophils. Through further genetic analysis, we demonstrate the role of Cebp1 in balancing neutrophil and eosinophil lineages, and a Cebp1-Cebpβ transcriptional axis that regulates the commitment and differentiation of the eosinophil lineage. Cross-species functional comparisons reveals that zebrafish Cebp1 is the functional orthologue of human C/EBPε^P27^ in suppressing eosinophilopoiesis. Our study characterizes eosinophil development in multiple dimensions including spatial-temporal patterns, expression profiles, and genetic regulators, providing for a better understanding of eosinophilopoiesis.

## Abstract (web summary)

Eosinophils are innate immune cells critical for protection from parasites, but their developmental origin remains under studied. Here they analyze development of eosinophils in zebrafish and find that eosinophilic lineage commitment and differentiation are regulated by the Cebp1-Cebpβ axis.

## Introduction

Eosinophils were originally thought to be end-stage cells mainly involved in host protection from parasites. In addition to this traditional role, more diverse eosinophil functions have been identified including anti-bacterial and anti-fungal activities^1,2^, regulation of other immune cell populations^3^, maintenance of tissue homeostasis^4,5^, and regeneration of liver and muscle^6,7^. Eosinophils also contribute to the pathogenesis of eosinophil-associated respiratory and gastrointestinal disorders^8^. Hence, analysis of the pattern and regulation of eosinophilopoiesis in physiologic and pathologic conditions is essential to understanding the control of eosinophil populations and their distribution.

During adult hematopoiesis, eosinophils are known to be derived from eosinophil lineage-committed progenitors (EoP), which are generated in the bone marrow (BM) from common myeloid progenitors in humans and granulocyte/macrophage progenitors in mice^9,10^. However, the spatial-temporal development of eosinophil lineage cells is largely unknown as the study of eosinophil development during early life in mammalian models is limited.

The regulation of eosinophil lineage development is tightly controlled by extrinsic and intrinsic factors. Several cytokines (IL-5, IL-3, and GM-CSF) promote eosinophil development^11^. Interestingly, mutations of these cytokines do not affect eosinophil levels^12–14^, suggesting that these extrinsic factors are not essential steady-state regulators. Transcription factors (TFs) play critical roles in eosinophilopoiesis, with the GATA family of TFs essential to this process^15,16^. Several TFs (CCAAT enhancer-binding protein (C/EBP) and Ets family members) are involved in myelopoiesis and are thought to be involved in eosinophilopoiesis^17–19^, though their precise roles in eosinophilopoiesis are not clearly defined. It is, therefore, essential to analyze the step-wise transcriptional regulation of eosinophil development as a means by which to better understand eosinophilopoiesis.

Zebrafish is an ideal model for the exploration of both normal and malignant hematopoiesis^20^, as blood cell development and associated cellular functions are very similar to that of mammals. Zebrafish eosinophils respond to parasites in a manner similar to that of mammalian eosinophils^21^ as well as to some bacteria^22–24^. Adult zebrafish eosinophils were found not only in the kidney but also in the peritoneal fluid and intestine^21^, while their early distribution remains unclear. The *Tg(gata2a:eGFP)* zebrafish line labeled adult zebrafish eosinophils^21^, but did not identify eosinophils during the early stages of development^25,26^. Therefore, it is important to develop a specific eosinophil marker from the earliest developmental stage through adulthood on the whole organism level.

In this study, we depict the spatial-temporal development of eosinophils during early development by utilizing an eosinophil-specific marker, *si:dkeyp-75b4.10* (*eslec*), which specifically labels zebrafish eosinophils from early life through adulthood. By identification of the eosinophil transcriptional profile, the landscape of zebrafish eosinophil lineage is clarified. Moreover, the roles of C/EBP family TFs in shaping eosinophil lineage development and species convergence are demonstrated. Taken together, we decipher the developmental pattern and regulation of eosinophils, providing new insights into the biology of eosinophils.

## Results

### *Eslec* specifically labels zebrafish eosinophilic cells

Eosinophils are characterized in adult zebrafish^21^, but their developmental origins remain unclear due to a lack of lineage-restricted markers. To identify genes that specifically mark the eosinophil lineage from early life to adulthood, we reanalyzed a single-cell RNA-Seq (scRNA-Seq) dataset containing zebrafish kidney cells^27^. The zebrafish kidney marrow (KM) is analogous to the mammalian BM^20^. The top marker gene expressed in the *gata2a*^+^ cluster (eosinophils^21^) was *si:dkeyp-75b4.10* (Fig. S1A, B), exhibiting a specific and robust expression in eosinophils (Fig. S1C). This gene is predicted to encode a C-type lectin (Fig. S1D), belonging to the same protein family as the mammalian eosinophil major basic protein^28^. Therefore, *si:dkeyp-75b4.10* (renamed as *eslec*, eosinophil-specific lectin, for short) was investigated as a potential eosinophil marker.

To assess the dynamic development of *eslec*^*+*^ cells, we then established two transgenic reporter lines, *Tg(eslec:eGFP)* and *Tg(eslec:dsRed)*, with the fluorescent proteins driven by the 4.3 kb *eslec* promoter (Fig. 1A). Consistent with the detection of *eslec*^*+*^ cells in whole-mount in-situ hybridization (WISH) (Fig. S1E), *eslec:*eGFP^+^ cells were undetectable at 4 days post fertilization (dpf), but emerged from 5 dpf onwards, with increased detection at 7 dpf (Fig. 1B–C). The fluorescence-activated cell sorting (FACS)-sorted *eslec*:eGFP^+^ cells from larvae exhibited typical zebrafish eosinophil morphologies (Fig. 1D), with the nucleus eccentrically located as previously reported^29^. Unlike *gata2a*:eGFP^+^ cells broadly marking neural cells and vessels (Fig. S1F), the *eslec:*DsRed^*+*^ cells were spottily distributed in the visceral region and only colocalized with a small population of *gata2a:*eGFP^*+*^ cells (Fig. S1F), indicating that *eslec* is more specific for eosinophils than *gata2a*. Moreover, the *eslec*:eGFP^+^ cells belonged to *coro1a*^*+*^ cells (which marks all myeloid cells^30^), but were not colocalized with *lyz*^+^ neutrophils^31^ or *mpeg1*^+^ macrophages^32^ (Fig. S1G), confirming the lineage specificity of *eslec*. With *cdh17:*DsRed^*+*^ fluorescent indication for the visceral region^33^, *eslec*:eGFP^*+*^ eosinophils were found in the kidney, intestine, and a probably intraperitoneal location as early as 5 dpf and abundantly within 7 dpf larvae (Fig. 1E), suggesting that eosinophilic cells are distributed in these tissues during early life.

**Fig. 1:**
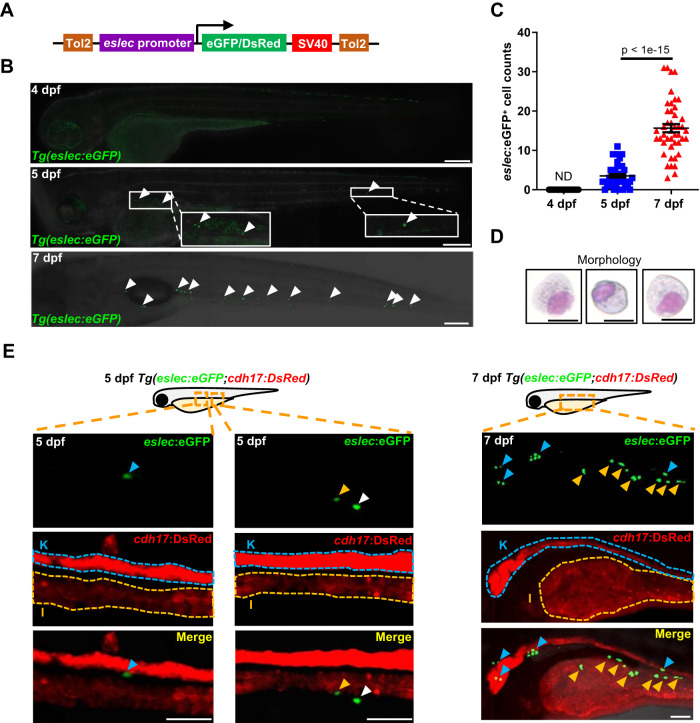
The early spatial-temporal development and function of zebrafish eosinophils. **A** Design of vector for generating *Tg(eslec:eGFP)* or *Tg(eslec:DsRed)* line. The eGFP or DsRed fluorescence is driven by the 4.3 kb *eslec* promoter and terminated by the SV40 terminator. Tol2 system was used to integrate these elements into the zebrafish genome. **B** Temporal development pattern of early eosinophils. No eosinophil could be found in 4 dpf larvae, while they start to emerge from 5 dpf onwards and increase at 7 dpf (white arrowhead, bar = 200 μm, white box showing enlarged view). **C** Quantification of **B**. The eosinophil populations were analyzed by Student’s *t-*test (two-sided, mean ± SEM, ND means not detectable). Sample size: 4 dpf, *n* = 30; 5 dpf, *n* = 45; 7 dpf, *n* = 45. Three independent experiments were conducted. **D** Morphologies of *eslec*^*+*^ cells. The eGFP^+^ cells were sorted from 7 dpf *Tg(eslec:eGFP)* larvae and applied to May-Giemsa staining (bar = 10 μm). Two independent experiments were conducted. **E** Spatial development pattern of early eosinophils. The kidney and intestine are respectively marked by “K” or “I” and surrounded by dotted lines, based on the *cdh17* expression. The eosinophils located in the kidney, intestine, or possibly peritoneal fluid are respectively marked by blue, yellow, or white arrowhead (bar = 50 μm). Two independent experiments were conducted. Source data are provided as a Source Data file.

Next, we explored whether the *Tg(eslec:eGFP)* transgenic line could label eosinophils throughout the lifespan of zebrafish. Using flow cytometry analysis, we detected the percentages of *eslec*^*+*^ eosinophils at different developmental stages (Fig. S2A–B). Similar to the above results (Fig. 1B–C), eosinophils were rarely detected in 4 dpf larvae, but emerged after 5 dpf and increased significantly in 7 dpf larvae (Fig. S2A–B). During the late-larval stage (21 dpf) and juvenile stage (49 dpf), eosinophils could be detected but with lower percentages compared with that of 7 dpf larvae (Fig. S2A–B), which might be due to the faster somatic growth than eosinophilopoiesis during these stages. In adult zebrafish, eosinophils could be found abundantly (>1%) in the KM and intraperitoneal exudate (IPEX; Fig. S2C–D), as reported before^21^. Besides, we also found eosinophils in the intestine (~0.5%), spleen (~0.3%), and liver (~0.1%), while eosinophils were few in the peripheral blood, brain, and heart (<0.01%; Fig. S2C–D). Together, we conclude that *eslec* is a bona fide eosinophil marker that can be used to identify zebrafish eosinophils from early life to adulthood, demonstrating the spatial-temporal development pattern of zebrafish *eslec*^*+*^ eosinophils.

### ScRNA-Seq defines the eosinophil lineage

To further decipher the developmental and functional features of the eosinophil lineage, we performed scRNA-Seq analysis with the *eslec*:eGFP^+^ cells of adult zebrafish kidneys, whose morphologies are similar with *gata2a*:eGFP^+^ KM eosinophils^29^ and larval eosinophils (Fig. 2A). The high expression of *eslec* could be detected in each cell, in which *coro1a* was detectable but *lyz* and *mpeg1* were not expressed (Fig. 2B and Fig. S3A), indicating that all analyzed cells belong to the eosinophil lineage. As both S-phase and G2/M-phase proliferating cells could be found through the in silico cell cycle analysis, a partial cell cycle regression was performed to regress their differences (Fig. 2C). After the regression, the KM eosinophil lineage cells were further clustered into three major clusters, namely Cluster1, Cluster2, and Cluster3 (Fig. 2D).

**Fig. 2:**
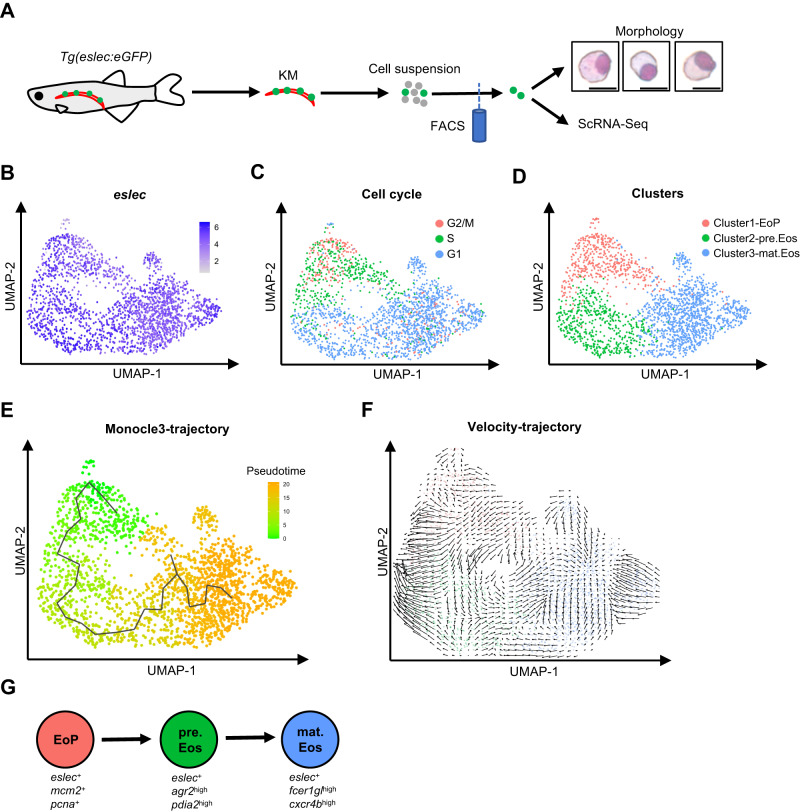
Landscape of the eosinophilic cell lineage. **A** Design of the scRNA-Seq analysis. Adult *Tg(eslec:eGFP)* kidneys were dissected and pipette-mixed into cell suspensions. The eGFP^+^ cells were sorted and stained with May-Giemsa to check their morphologies (bar = 10 μm, two independent experiments were conducted). Finally, the *eslec:*eGFP^+^ cells were applied to scRNA-Seq analysis. **B** UMAP showing that all analyzed cells were *eslec*^+^. **C** UMAP showing the cell cycle status of KM eosinophilic cells. **D** UMAP showing the clustering information of KM eosinophilic cell. **E** Monocle3-trajectory of the eosinophil lineage. Pseudotime status of eosinophils were calculated with Monocle3. **F** Velocity-trajectory of the eosinophil lineage. RNA velocity stream plot shows the directional flow of eosinophils. **G** Model of the eosinophilic cell lineage. The KM eosinophils are sub-clustered into three stages, namely EoP (*eslec*^+^*mcm2*^+^*pcna*^*+*^), pre.Eos (*eslec*^+^*agr2*^high^*pdia2*^high^), and mat.Eos (*eslec*^+^*fcer1gl*^high^*cxcr4b*^high^).

Based on Gene Ontology (GO)/Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations and the expression of several key genes (Supplementary Data 1), we further assigned these clusters to eosinophils at different stages. Firstly, Cluster1 showed a strong proliferating trend (Fig. S3B), with genes such as *mki67*, *top2a*, *pcna*, and *mcm2* highly expressed (Fig. S3C). Therefore, Cluster1 was renamed as EoPs, as the hematopoietic progenitors are predominantly more proliferative than mature leukocytes^34^. On the other hand, the mature eosinophils (mat.Eos) were assigned to Cluster3 based on the expression of multiple immune responses (Fig. S3D) and several immune-related receptors such as *cxcr4b*, *ccr9a*, *fcer1gl*, and *il1rl1* (Fig. S3E). Finally, the intermediate cluster (Cluster2) between EoPs and mat.Eos was therefore regarded as eosinophil precursors (pre.Eos). The pre.Eos exhibited high expression of genes related to ribosome, oxidative phosphorylation (*cox5ab* and *cox6a2*) and protein processing in endoplasmic reticulum (ER) (*agr2* and *pdia2*) (Fig. S3F–G), which is in line with the activation of ER stress pathway during eosinophil maturation^35^.

Therefore, it could be concluded that the *esle*c^*+*^ cells consist of an eosinophil lineage from the EoPs to mature eosinophils. With Monocle3 and RNA velocity, we analyzed the trajectory of the eosinophil lineage, which delineated a presumed developmental orientation from EoP towards pre.Eos and mat.Eos thereafter (Fig. 2E, F). Taken together, we delineate the eosinophil lineage cells into three developmental stages: EoPs, pre.Eos, and mat.Eos (Fig. 2G).

### Cebp1 inhibits eosinophil lineage commitment

The specification and commitment of eosinophil lineage have been largely attributed to the TF C/EBPε in mice^17^. We next wondered if zebrafish eosinophilopoiesis could be regulated in a similar manner. We previously found that the mutation of zebrafish *cebp1*, the orthologue of mammalian *Cebpe*, severely impaired neutrophil differentiation without affecting myeloid progenitors and macrophages^36^. In eosinophils, we found that *eslec*^*+*^ cells were significantly increased in the *cebp1*^*smu1*^ (*cebp1*^−/−^ hereafter) mutants through WISH analysis (Fig. 3A). Furthermore, over-expression of *cebp1* severely inhibited eosinophil development (Fig. 3B). In adult fish, the eosinophil percentages were also higher in the KM, IPEX, intestine, spleen, and liver in *cebp1* mutants (Fig. S4). These results signify that *cebp1* is a critical regulator of eosinophilopoiesis.

**Fig. 3:**
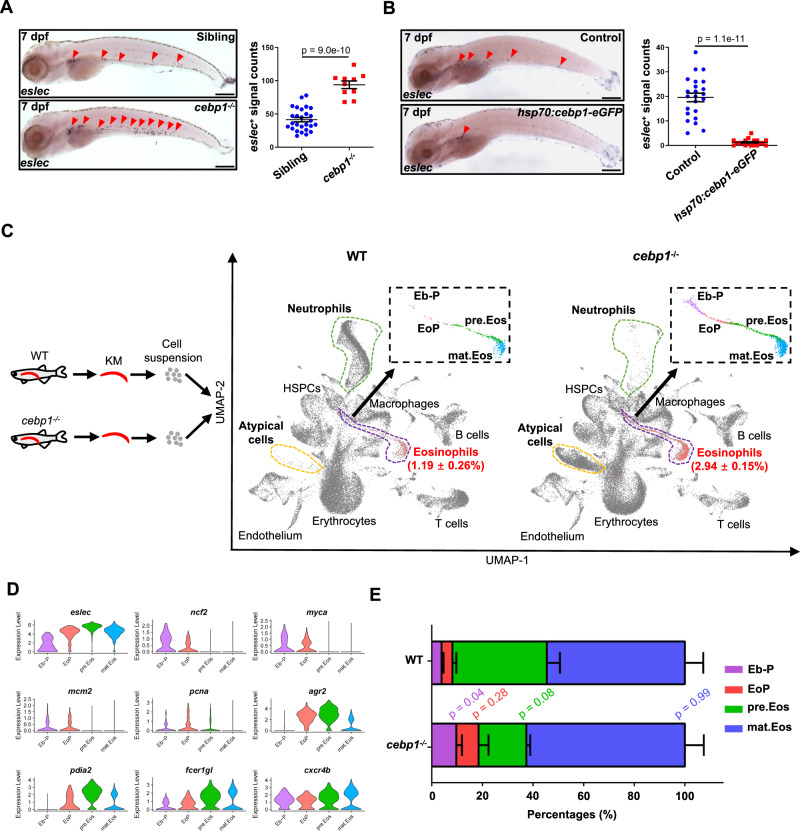
Cebp1 inhibits the commitment of eosinophils. **A** Mutation of *cebp1* enhanced eosinophilopoiesis. Eosinophil (red arrowhead) numbers were increased in 7 dpf *cebp1* mutant larvae (bar = 200 μm). Quantification was performed using Student’s *t-*test (two-sided, mean ± SEM). Sample size: Sibling, *n* = 27; *cebp1*^*−/−*^, *n* = 10. Three independent experiments were conducted. **B** Overexpression of *cebp1* inhibited eosinophilopoiesis. Eosinophil (red arrowhead) numbers were decreased in 7 dpf *Tg(hsp70:cebp1-eGFP)* larvae (bar = 200 μm). Quantification was performed using Student’s *t* test (two-sided, mean ± SEM). Sample size: Control, *n* = 23; *hsp70:cebp1-eGFP*, *n* = 19. Three independent experiments were conducted. **C** UMAP showing the scRNA-Seq clustering information. KM cells of WT and *cebp1*^*−/−*^ zebrafish were integrated and analyzed by scRNA-Seq analysis. The purple, green, and yellow dotted line-surrounding regions respectively indicate the eosinophil lineage, neutrophil lineage, and atypical cell cluster of each sample. Eosinophil lineage cells of each sample were further subclustered and the enlarged view (black-boxed region) is shown. **D** Subcluster annotation reference. The expression patterns of *eslec* and the markers of each cluster (Eb-P: *ncf2* and *myca*; EoP: *mcm2* and *pcna*; pre.Eos: *agr2* and *pdia2*; mat.Eos: *fcer1gl* and *cxcr4b*) are shown by violin plots. **E** Eosinophil lineage profile with *cebp1* mutation. Percentages of eosinophil lineage cells of different stages were analyzed in WT and *cebp1*^*−/−*^ zebrafish (*n* = 3, Student’s *t* test, two-sided, mean ± SEM). Source data are provided as a Source Data file.

To further determine the effect of *cebp1* on hematopoiesis, we performed a scRNA-Seq analysis of whole KM cells of *cebp1* mutants and WT zebrafish (Fig. 3C and S5A). The integrated uniform manifold approximation and projection (UMAP) demonstrated that the neutrophil lineage was almost absent in the KM of the *cebp1* mutant (Fig. 3C), confirming the requirement of Cebp1 for neutrophil development. Instead, we found an atypical cell population in *cebp1*^−/−^ KM with proliferation features (Fig. 3C and S5B). For eosinophils, we found the percentage increased in the *cebp1* mutant (2.94 ± 0.15%) compared to WT (1.19 ± 0.26%; Figs. 3C and S5C). We further normalized the eosinophil populations with hematopoietic stem/progenitor cells (HSPC) (unaltered upon mutation, Fig. S5D) and found the relative eosinophil percentage still significantly higher in the *cebp1* mutant (Fig. S5E).

Based on the KM *eslec*:eGFP^*+*^ cell information (Fig. 2), we further divided the integrated eosinophil lineage into subclusters: EoP (*mcm2*^*+*^ and *pcna*^*+*^), pre.Eos (*agr2*^*high*^ and *pdia2*^*high*^), and mat.Eos (*fcer1gl*^*high*^ and *cxcr4b*^*high*^; Fig. 3C–D). In addition, we identified a cluster of *eslec*^low^ cells with high expression of HSPC markers (*ncf2* and *myca*), linking the *eslec*^+^ population with the HSPCs in the UMAP (Fig. 3C–D). Therefore, we defined this cluster as eosinophil lineage-biased progenitors (Eb-P). In the *cebp1* mutant, we found that the Eb-P percentages were significantly higher compared to WT, while the EoP also exhibited an increasing trend (Fig. 3E), indicating that *cebp1* acts as a negative regulator in eosinophil fate commitment. Contrastingly, *cebp1* mutants had slightly lower percentages of pre.Eos (Fig. 3E), suggesting that Cebp1 may potentially influence eosinophil differentiation. In summary, our data demonstrate that zebrafish Cebp1 is indispensable for neutrophil lineage development and the suppression of eosinophil lineage commitment, with possible participation in eosinophilic cell differentiation.

### Cebp1 represses *cebpb* to inhibit eosinophil lineage commitment

As Cebp1 negatively regulates eosinophilopoiesis, we hypothesized that Cebp1 might transcriptionally suppress a series of eosinophil differentiation/maturation-related functional genes, or directly inhibit eosinophil lineage TFs. To test our hypothesis, we combined both bulk RNA-Seq and chromatin immune precipitation (ChIP)-Seq to identify the downstream target genes of Cebp1, which are upregulated by *cebp1* mutation through the direct binding of Cebp1. Bulk RNA-Seq was performed with sorted eosinophils from WT or *cebp1* mutant larvae (Fig. 4A). 

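The sorted cells of both genotypes carried eosinophil transcripts at high levels. *Eslec*, the lectin gene whose promoter drives the sorting reporter, took 1.18% and 1.46% of all TPM in the 2 *cebp1*+/+ libraries and 2.07% and 2.41% in the 2 *cebp1*-/- libraries, each made from about 500 cells of 7 dpf larvae. *Lyz*, a lysozyme gene of neutrophils, stayed at or below 1.47 TPM in the 4 libraries, and *mpeg1.1*, a macrophage gene, and *cebp1* itself were listed at 0. *Coro1a*, which the study detects in all *eslec*-positive cells, did not exceed 0.716 TPM either. Low values here thus do not show that other blood cells are absent. Cytosolic ribosomal protein genes took 21.0% and 20.8% of TPM in *cebp1*+/+ and 20.2% and 24.0% in *cebp1*-/-, and *mt-rnr2*, the large mitochondrial ribosomal RNA, 20.5% and 22.4% against 26.8% and 22.8%.

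Low values covered most genes: between 87.2% and 88.1% of the genes listed were above 0 in each library, and the median gene stood at 6.95 and 5.43 TPM in *cebp1*+/+ and at 2.19 and 2.70 TPM in *cebp1*-/-. Marker genes of 10 other tissues lay at about that level, with medians of 8.95 and 7.85 TPM in *cebp1*+/+ and 2.46 and 2.87 TPM in *cebp1*-/-. Libraries were scaled by the median of ratios before testing, which moved the log2 fold changes (*cebp1*-/- over *cebp1*+/+) of highly expressed genes up by 1.07 relative to TPM as deposited and left the median gene at -0.06. The same scaling computed only on genes with a mean of at least 50 TPM would have moved them by -0.08.

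**Figure D1:**
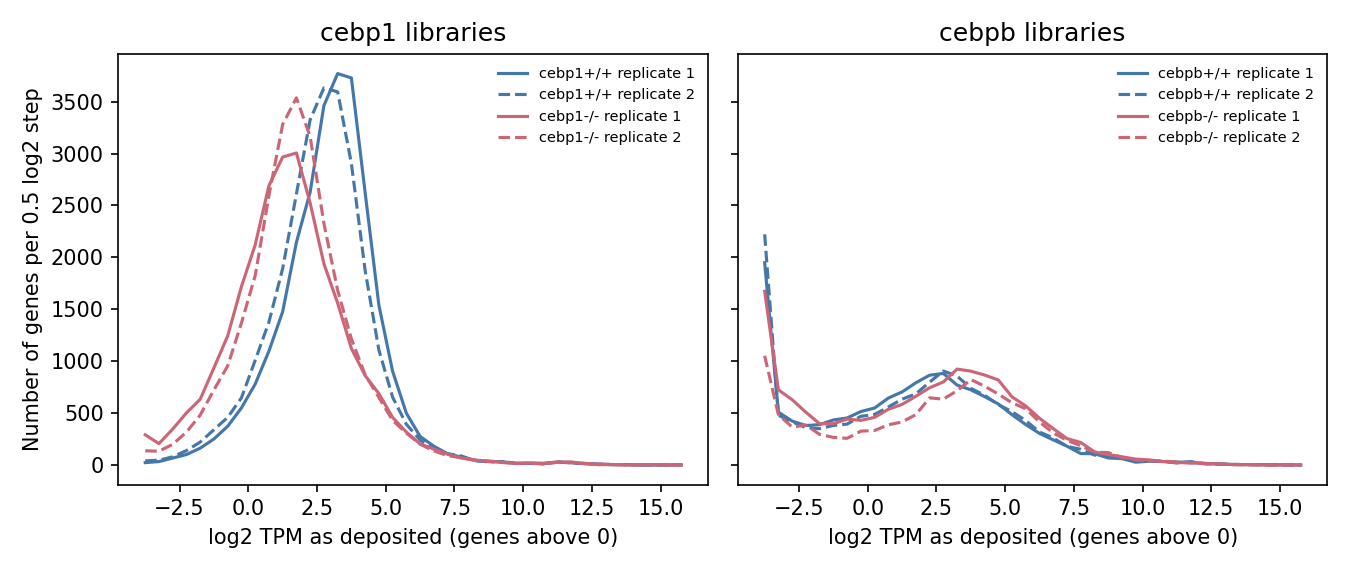
Number of genes above 0 per step of 0.5 in log2 TPM, as deposited, in the 8 libraries of both tables. The leftmost point counts every gene above 0 with a log2 TPM up to -3.5, and the tables were normalized separately.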

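Libraries of unlike genotype lay farther apart than libraries of like genotype in the *cebp1* experiment. On the log2 scale, over all tested genes, the Euclidean distance was 154 between the *cebp1*+/+ libraries, 142 between the *cebp1*-/- libraries, and 166 to 179.7 between genotypes, a mean ratio of 1.17. Marker genes of other tissues differed within genotypes as well. Keratinocyte markers had medians of 14.4 and 56.3 TPM in the 2 *cebp1*+/+ libraries and 1.62 and 2.27 TPM in the 2 *cebp1*-/- libraries. *Actc1b*, an actin gene of striated muscle, stood at 9.24 and 66.6 TPM in *cebp1*+/+ and at 507 and 4.70 TPM in *cebp1*-/-. With 2 libraries against 2, a permutation of the labels cannot go below p = 0.33, so the ratio is given as a value.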

A sample-to-sample distance heatmap indicated that the differences between groups were much more significant than those within groups (Fig. S6A). ChIP-Seq was performed with anti-GFP antibody and lysates of 5 dpf *Tg(hsp70:cebp1-eGFP)* larvae in which heat-shock induced Cebp1-eGFP fusion proteins were expressed (Fig. 4A). Cebp1-binding DNA sequence analysis found 14% interaction in promoter regions and 5.8% in exons and untranslated regions (UTRs) (Fig. S6B). By the combination of both datasets, 58 genes were found to be highly expressed in *cebp1*^*−/−*^ eosinophils (bulk RNA-Seq) and also with binding of Cebp1 (ChIP-Seq; Fig. 4B), suggesting that these genes may be directly inhibited by Cebp1.

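Of the 455 genes with a Cebp1 peak that could be tested, 16 rose in *cebp1*-/- eosinophils and 0 were among the genes that fell. Beside the 10 with the highest expression, these were *pycr1b*, which makes proline (log2 fold change 3.23, SE 0.42, adjusted p = 0.0257), *lxn*, a carboxypeptidase inhibitor (2.45, SE 0.33, adjusted p = 0.0261), *blcap* (2.17, SE 0.38, adjusted p = 0.0445), *clpp*, a subunit of a mitochondrial protease (2.03, SE 0.32, adjusted p = 0.0390), *capza1a*, an actin-capping subunit (1.89, SE 0.29, adjusted p = 0.0341), and *gars*, the glycyl-tRNA synthetase (1.84, SE 0.32, adjusted p = 0.0432). The genes that rose made up 3.52% of the bound genes and 1.24% of the other tested genes, an odds ratio of 2.90 (95% interval 1.62 to 4.84, two-sided Fisher exact p = 0.000288), where 5.83 bound genes would be expected of independent lists. Adjusted over the list alone, 39 bound genes rose and 1 fell. As a list the bound genes had a median log2 fold change of 0.37 (-0.58 in TPM as deposited), with an adjusted p = 7.14e-06, and adjusted p = 0.316 with an estimated correlation.

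Bound genes were also the more highly expressed, with a median of 11.6 scaled TPM against 5.29 for the other tested genes. Among genes with a mean over 50 scaled TPM, a background chosen after the values were seen, 15 of 64 bound genes rose against 242 of all 1045 genes (odds ratio 1.02, Fisher exact p = 1), and in TPM as deposited only *actb2* of the 16 passes. From the overlap of binding with higher expression, the paper proposes direct inhibition of these genes by Cebp1.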

**Fig. 4:**
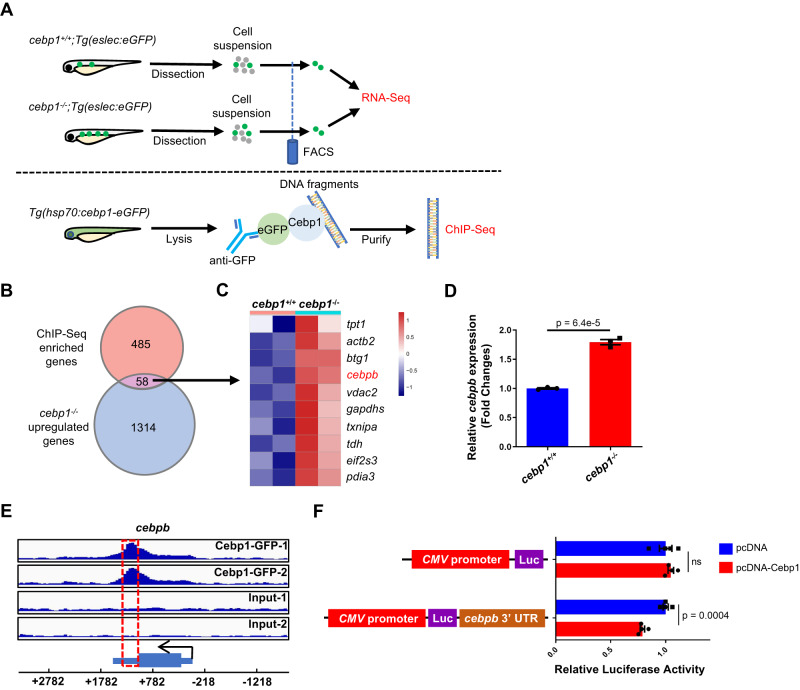
*Cebpb* is directly suppressed by Cebp1. **A** Design of Cebp1-target screening. RNA-Seq was performed with *cebp1*^+/+^ and *cebp1*^*−/−*^ eosinophils to identify upregulated genes with *cebp1* mutation (1,372 genes, *q* < 0.05, baseMean > 50, log2 fold change > 0.7). ChIP-Seq was performed with *Tg(hsp70:cebp1-eGFP)* larvae to identify Cebp1-binding genes (543 genes, q < 0.05, peak fold enrich > 2, TSS ± 2 kb). **B** GO/KEGG analysis of overlapping genes. Fifty-eight genes were found to overlap in the Cebp1-binding genes and upregulated genes of *cebp1*^*−/−*^ eosinophils. **C** Heatmap showing the top 10 highest expressed genes of all the overlapping genes. **D** RT-qPCR showing the relative *cebpb* expression in WT and *cebp1*^*−/−*^ eosinophils. (Student’s *t* test, two-sided, mean ± SEM). Three independent experiments were conducted with *n* = 3 in each group. **E** Cebp1 binding on the 3′ UTR of *cebpb*. At the bottom panel, the direction of *cebpb* transcription is marked with a black arrow, and the broad box and narrow box represent the coding sequence and UTR region, respectively. The red dotted box shows the binding peaks. **F** Cebp1 inhibiting the expression of *cebpb*. Luciferase assay demonstrated that Cebp1 inhibited the luciferase activities when the 3′UTR of *cebpb* was added after the luciferase gene (Luc) (Student’s *t* test, two-sided, mean ± SEM, ns represents no significance). Three independent experiments were conducted with *n* = 4 in each group. Source data are provided as a Source Data file.

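After scaling, the genes that rose without Cebp1 included 7 of 30 C/EBP, GATA and Ets factor genes and 6 of 17 genes of the eosinophil lineage, and neither list passes with an estimated correlation. In *cebp1*-/- eosinophils 323 genes rose and 32 fell (limma, 25203 genes tested, n = 2 libraries per genotype), each by over 0.7 on the log2 scale. *Spi1b*, which encodes the myeloid regulator Pu.1, rose by log2 3.00 (SE 0.31, adjusted p = 0.0243), *nfe2*, a bZIP factor known from erythroid cells and platelets, by 3.21 (SE 0.29, adjusted p = 0.0223), *cebpa* by 2.80 (SE 0.33, adjusted p = 0.0254) and *gata2a* by 1.89 (SE 0.27, adjusted p = 0.0304). *Eslec* rose by 1.83 (SE 0.23, adjusted p = 0.0257), *cxcr4b*, a chemokine receptor gene, by 3.06 (SE 0.33, adjusted p = 0.0243), and *timp4.1* and *timp4.2*, inhibitors of metalloproteinases, by 3.47 and 2.90 (SE 0.34 and 0.27, adjusted p = 0.0223 for both). Among poorly characterized genes, *LOC795545* went from 7.74 and 9.01 TPM to 109.7 and 209 TPM and *si:ch1073-429i10.1* from 17.7 and 27.6 TPM to 207 and 194 TPM. As deposited *spi1b*, *nfe2* and both *timp4* genes still pass, whereas *eslec* (0.76, adjusted p = 0.0685), *cxcr4b* (adjusted p = 0.0573), *gata2a* (0.82, adjusted p = 0.0927) and *cebpa* (1.74, adjusted p = 0.0506) do not. The split of calls follows the scaling: 91.0% of them were higher here, against 35.6% (16 higher, 29 lower) in TPM as deposited. On both scales the calls include microRNA genes, such as *mir16b* and *mir93* (higher) and *mirlet7b* and *mir725* (lower). The percentages are therefore not those of messenger RNAs alone. Among genes with a mean over 50 scaled TPM, 242 rose and 2 fell after scaling. Without any one of the 4 libraries, with no filter on low values or with no mean-variance trend, limma calls 0 genes in either direction, and at an unadjusted p under 0.05 there were 2444 higher and 1237 lower.

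Genes for making and secreting protein were among those that rose, as were 242 of all 1045 genes with a mean over 50 scaled TPM. Of the gene lists, only that of Cebp1-bound genes was compared with lists matched on expression. Whether the others rose more than genes of like expression was not tested. No list of genes keeps its call with an estimated correlation, for which limma's camera test has few residual degrees of freedom. For S and G2/M genes the estimate was -0.012, under the preset 0.01, yet camera's unadjusted p rose from 0.000417 to 0.0529. The estimate for ribosomal proteins was 0.57. A lost call thus does not by itself show that correlation between genes removes it. Of 42 genes of protein processing in the endoplasmic reticulum 11 rose (36 adjusted over the list alone), among them *sec61a1*, the channel subunit, by log2 2.49 (SE 0.27) and the disulfide isomerase *pdia2* by 2.37 (SE 0.25), with a median of 1.42 (adjusted p = 1.79e-25, and adjusted p = 0.316 with an estimated correlation). *Xbp1*, a transcription factor of the secretory pathway, rose by 2.10 (SE 0.28), the only one of 26 genes of stress-response transcription to pass (6 adjusted over the list alone, median 0.88, adjusted p = 1.00e-05, and 0.316 with an estimated correlation). Of 79 cytosolic ribosomal protein genes 21 rose (73 adjusted over the list alone), such as *rplp0* by 1.58 (SE 0.20). Of 74 translation factor genes 13 rose (33 adjusted over the list alone), such as *eef2b*, the ribosomal translocase, by 2.09 (SE 0.25). The medians of these lists were 1.08 and 0.92 (adjusted p = 5.97e-45 and 2.56e-16, and 0.316 and 0.322 with an estimated correlation). None of 93 nuclear genes of oxidative phosphorylation passed over all genes or adjusted over the list alone (median 0.60, adjusted p = 9.09e-12, and 0.316 with an estimated correlation). Adjusted over the list alone, 8 of the C/EBP, GATA and Ets factor genes rose (median 0.62, adjusted p = 0.00128, and 0.522 with an estimated correlation). In TPM as deposited the medians were 0.37 for protein processing, 0.01 for ribosomal proteins, 0.03 for translation factors and negative for the other 3 lists (-0.01 stress, -0.45 phosphorylation, -0.40 factors).

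Markers of the stages of the lineage, taken from the study's single-cell data, mostly had positive log2 fold changes after scaling and medians near or below 0 as deposited. The Eb-P markers come from wild type and both mutants together, where the paper finds a larger Eb-P share in *cebp1*-/-. Their direction is thus not wholly independent of genotype. Eb-P and EoP lists share genes with the ribosomal and translation lists, such as *rplp1* and *eef1a1l1* (Eb-P) and *rps7* (EoP), and were not tested without them. Of 246 pre.Eos markers 54 rose (169 adjusted over the list alone; median 1.11, adjusted p = 1.54e-51), of 246 mat.Eos markers 31 (107 and 1 lower over the list alone; 0.98, adjusted p = 2.30e-29), of 66 Eb-P markers 16 (37 over the list alone; 1.07, adjusted p = 3.48e-20) and of 195 EoP markers 6 (17 and 1 lower over the list alone; 0.21, adjusted p = 0.0140). With an estimated correlation these are adjusted p = 0.316 for pre.Eos, mat.Eos and Eb-P and 0.522 for EoP, and as deposited the medians were 0.04, -0.03, 0.00 and -0.83. None of 41 genes of the S and G2/M phases passed, over all genes or adjusted over the list alone (median -0.46, and -1.40 as deposited; adjusted p = 0.00115, adjusted p = 0.316 with an estimated correlation). As deposited *hmgb2b*, a chromatin gene of that list, does pass (-2.11, adjusted p = 0.0292). *Pcna*, the clamp of the replication fork, stood at 209 and 203 TPM in *cebp1*+/+ and at 83.7 and 53.0 TPM in *cebp1*-/- (log2 -0.55 after scaling, SE 0.37, adjusted p = 0.533, and -1.62 as deposited, adjusted p = 0.0688).

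The genes that fell included markers of other cells. *Krt91*, a keratin gene (log2 fold change -3.93, SE 0.67, adjusted p = 0.0427), *cfl1l*, a cofilin-like gene used here as a neutrophil marker (-3.24, SE 0.58, adjusted p = 0.0488), and *fabp10a*, a fatty acid carrier of liver (-2.92, SE 0.53, adjusted p = 0.0488), all fell, though *fabp10a* is not called in TPM as deposited. So did the microRNA gene *mir430a-13* (-3.22, SE 0.33), and *mir430a-3* and *mir196c* were listed at 0 in both *cebp1*-/- libraries, although few reads give a high TPM on genes so short. Of 18 keratinocyte markers *krt91* fell and *pfn1*, an actin-binding gene that eosinophils also express, rose (6 lower and 1 higher adjusted over the list alone; median -1.31, adjusted p = 2.39e-06, adjusted p = 0.522 with an estimated correlation).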

We sorted all the overlapping genes by expression level (Supplementary Data 2) and assessed the top 10 genes by RNA-Seq heatmap (Fig. 4C). Among these genes, the myeloid TF *cebpb* has the strongest ChIP-binding peak intensity of all overlapping genes (Supplementary Data 3). 

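Actin and housekeeping genes led this group in level. *Actb2*, cytoplasmic beta-actin, was read at 8425 and 9854 TPM in *cebp1*+/+ and at 24899.6 and 20211 TPM in *cebp1*-/- (log2 fold change 2.37, SE 0.25, adjusted p = 0.0243), and *tpt1*, translationally controlled tumour protein, at 4921 and 4152 TPM against 5724 and 5054 TPM (1.32, SE 0.21, adjusted p = 0.0398). *Gapdhs*, a glycolytic dehydrogenase gene, rose by log2 1.84 (SE 0.27), *tdh*, which breaks down threonine, by 2.48 (SE 0.33), *pdia3*, a disulfide isomerase, by 2.31 (SE 0.27) and *eif2s3*, a subunit of the initiation factor that brings in the first tRNA, by 1.95 (SE 0.26). *Vdac2*, a channel of the outer mitochondrial membrane, rose by 2.04 (SE 0.31), *btg1*, an antiproliferative gene, by 2.05 (SE 0.29) and *txnipa*, which binds thioredoxin, by 1.84 (SE 0.30). *Cebpb* was at 531 and 495 TPM in *cebp1*+/+ and at 743 and 715 TPM in *cebp1*-/-, a log2 fold change of 1.58 after scaling (SE 0.25, adjusted p = 0.0390, n = 2 libraries per genotype) and of 0.51 in TPM as deposited (adjusted p = 0.125). All 10 were among the genes that rose, and they are the 10 with the highest mean expression of the 16 bound genes that did. *Actb2* alone also passes in TPM as deposited (adjusted p = 0.0292), where the other 9 have log2 fold changes of 0.25 to 1.41. None of the 10 passes once any one library is left out, and that of *cebpb* then lies between 1.48 and 1.74.

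**Figure D2:**
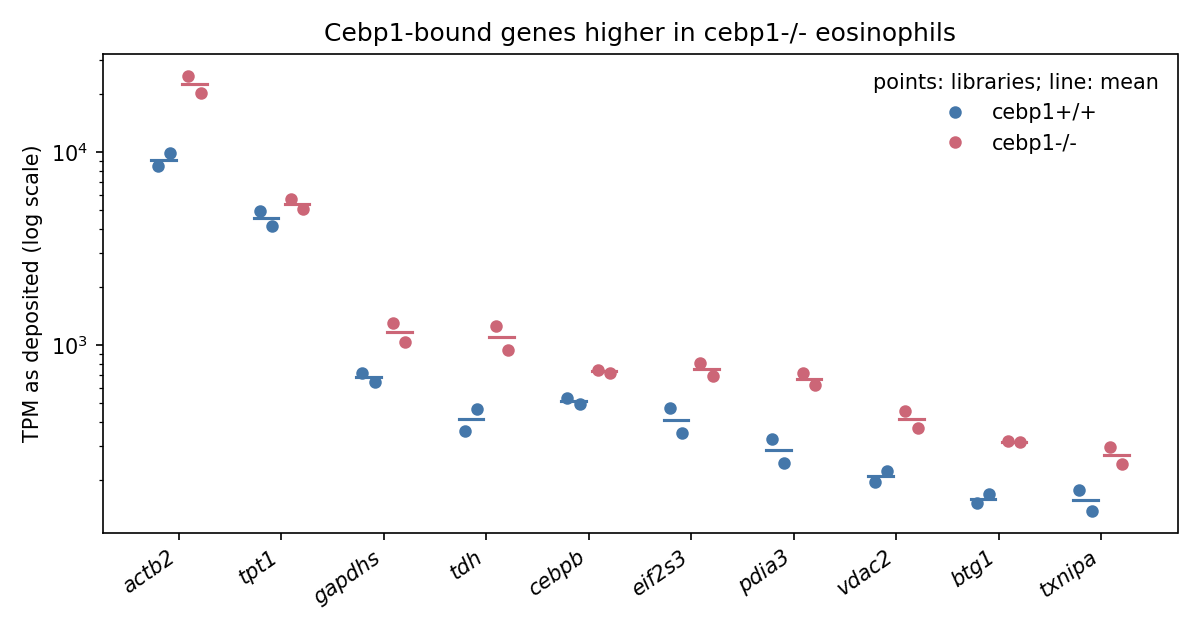
TPM as deposited of the 10 bound genes with the highest expression, with one point per library and a line at the mean. For all 10, both *cebp1*-/- points lie above both *cebp1*+/+ points.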

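*Cebpb* has the strongest peak signal of the 16 bound genes that rose, 7.99 in the authors' own peak values, which serve here only to rank genes. *Btg1* follows with 6.99, then *pycr1b* with 6.78, *vdac2* with 6.09 and *eif2s3* with 5.53, while *actb2* and *tpt1*, the most highly expressed of them, have 3.73 and 2.85. The *cebpb* peak spans positions 28448321 to 28449769 of chromosome 8 (GRCz11). It covers nearly all of the gene, which runs from 28449782 down to 28448267 on the minus strand, and ends 13 bases from the annotated start of transcription. Whatever their expression, 16 genes of the peak table have a higher signal than *cebpb*. *Cebpg*, another C/EBP gene, has 11.1 and *atf3*, a stress-response factor gene, 8.46, both picked after their values were seen, and their log2 fold changes in *cebp1*-/- were 1.07 (adjusted p = 0.321) and 0.93 (adjusted p = 0.428).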

Through RT-qPCR assays, we validated that *cebpb* was upregulated in eosinophils upon *cebp1* mutation (Fig. 4D). The CEBP family TF, Cebpβ, is known to be involved in emergency myelopoiesis rather than normal neutrophil development^37,38^, while its in vivo function in eosinophilopoiesis remains unclear. The *cebpb* gene interaction region for Cebp1 was at the 3′UTR (Fig. 4E), further suggesting that Cebp1 likely inhibits the expression of *cebpb*. To verify that *cebpb* is transcriptionally regulated by Cebp1, we performed a dual-luciferase assay in 293 T cells. Overexpression of Cebp1 repressed the luciferase activity of cells transfected with the pMIR-Report-*cebpb-*3′ UTR vector (Fig. 4F). These results demonstrate that Cebp1 directly interacts with the 3′UTR region of *cebpb*, inhibiting the expression of *cebpb*.

We examined our previously generated *cebpb*^*szy7*^ (*cebpb*^−/−^ hereafter) mutant^38^ and found eosinophil populations to be significantly decreased in *cebpb*^−/−^ larvae (Fig. 5A), which mimics the eosinopenia in Cebp1 overexpression. We also generated a transgenic line, *Tg(hsp70:cebpb-eGFP)*, for the heat-shock-induced overexpression of Cebpβ-eGFP fusion protein. We found that overexpression of Cebpβ significantly enhanced eosinophilopoiesis (Fig. 5B), confirming the role of Cebpβ in eosinophilopoiesis promotion. In adult fish, the eosinophil percentages were also significantly lower in the KM, IPEX, intestine, spleen, and liver of *cebpb* mutants (Fig. S7). These results confirmed Cebpβ as a negative regulator of eosinophilopoiesis,

**Fig. 5:**
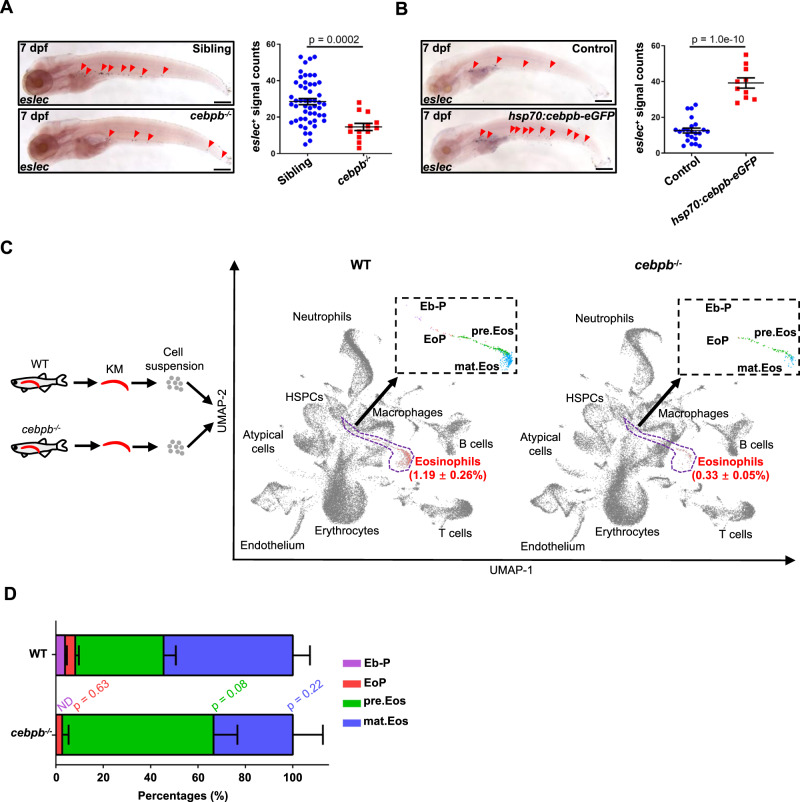
Cebpβ promotes the commitment of the eosinophil lineage. **A** Cebpβ is a positive regulator of eosinophilopoiesis. Eosinophil (red arrowhead) numbers were found to decrease in 7 dpf *cebpb* mutant larvae (bar = 200 μm). Quantification was performed using Student’s *t-*test (two-sided, mean ± SEM). Sample size: Sibling, *n* = 51; *cebpb*^*−/−*^, *n* = 13. Three independent experiments were conducted. **B** Overexpression of *cebpb* enhanced eosinophilopoiesis. Eosinophil (red arrowhead) numbers were increased in 7 dpf *Tg(hsp70:cebpb-eGFP)* larvae (bar = 200 μm). Quantification was performed using Student’s *t* test (two-sided, mean ± SEM). Sample size: Control, *n* = 23; *hsp70:cebpb-eGFP*, *n* = 10. Three independent experiments were conducted. **C** UMAP showing the scRNA-Seq clustering information. KM cells of WT and *cebpb*^*−/−*^ zebrafish were integrated and analyzed by scRNA-Seq analysis. The dotted line-surrounding regions indicate the eosinophil lineage of each sample, which were further subclustered and the enlarged view is shown. **D** Eosinophil lineage profile with *cebpb* mutation. Percentages of eosinophil lineage cells of different stages were analyzed in the KM of WT and *cebpb*^*−/−*^ zebrafish (*n* = 3, Student’s *t* test, two-sided, mean ± SEM, ND means not detectable). Source data are provided as a Source Data file.

To further delineate the effects of *cebpb* on eosinophilopoiesis, we performed scRNA-Seq analysis with whole KM cells of the *cebpb* mutants^38^. Integrated UMAP analysis showed a significant decrease in the eosinophil population in the *cebpb* mutant (0.33 ± 0.05%) compared to WT (Figs. 5C and S4C–E). The *cebpb* mutant zebrafish had no detectable Eb-P, while showed an increased tendency of pre.Eos and a decreased tendency of mat.Eos compared to WT subclusters (Fig. 5C–D). Therefore, our results demonstrated the impairment of eosinophil lineage commitment and suggested the developmental arrest at pre.Eos stage by *cebpb* deficiency.

### Cebpβ induces eosinophilopoiesis through pre.Eos-related genes

As Cebpβ promotes eosinophilopoiesis, we hypothesized that Cebpβ may transcriptionally facilitate downstream differentiation-related genes and factors required for lineage development by direct binding of Cebpβ, which genes are consequentially downregulated by *cebpb* mutation. To test this, we analyzed the downstream targets of Cebpβ on eosinophilopoiesis by bulk RNA-Seq (Fig. S6C and Supplementary Data 4) of sorted eosinophil lineage cells from WT and *cebpb*^*−/−*^ larvae and ChIP-Seq (Fig. S6D and Supplementary Data 5) assessment of *Tg(hsp70:cebpb-eGFP)* larvae (Fig. 6A). 

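Eosinophil transcripts were also among the most abundant in this set of 2 *cebpb*+/+ and 2 *cebpb*-/- libraries. *Fcer1gl*, the Fc receptor gamma chain gene, was at 1709 and 1988 TPM in *cebpb*+/+ and 1396 and 2142 TPM in *cebpb*-/-, and *gata2a*, which encodes a GATA factor of the lineage, at 539.6 and 651 TPM against 599.8 and 624 TPM. *Xbp1* stood at 3626 and 3963 TPM against 3704 and 4252 TPM. *Lyz*, *mpeg1.1* and *cebp1* were listed at 0 in all 4 libraries. *Coro1a* was at or below 0.383 TPM, so these zeros do not show that other blood cells are absent. *Mt-rnr2* took 3.79% and 3.25% of TPM in *cebpb*+/+ and 4.47% and 4.53% in *cebpb*-/-.

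Fewer genes were above 0 than in the *cebp1* table, 46.6% and 46.3% of those listed in *cebpb*+/+ and 50.3% and 39.3% in *cebpb*-/-, though the tables were normalized separately and levels are compared only within each. Scaling moved the log2 fold changes (*cebpb*-/- over *cebpb*+/+) by -0.55 relative to TPM as deposited, or by -0.31 when computed on genes with a mean of at least 50 TPM.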

Seventy-five genes were found to overlap in downregulated genes of *cebpb* mutant eosinophilic cells and Cebpβ-binding genes, suggesting that these genes may be directly activated by Cebpβ (Fig. 6B). 

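In *cebpb*-/- eosinophils a pair of eosinophil stage markers had the smallest p. *Si:dkey-203a12.2*, a pre.Eos marker, was at 4667 and 2979 TPM in *cebpb*+/+ and at 65.0 and 26.6 TPM in *cebpb*-/- (log2 -6.99, SE 0.46, adjusted p = 0.0617), and *si:dkey-77g12.1*, a mat.Eos marker, at 2206 and 1671 TPM against 21.3 and 34.5 TPM (-6.63, SE 0.39, adjusted p = 0.0617). *Cd59*, which guards cells against complement, had a log2 fold change of -3.45 (SE 0.27, adjusted p = 0.0726) and *cxcr4b* of -2.01 (SE 0.19, adjusted p = 0.0730). In the other direction lay *cdkn1a*, a cell cycle inhibitor gene, with 8.98 and 11.1 TPM in *cebpb*+/+ and 197 and 309.6 TPM in *cebpb*-/- (3.96, SE 0.48, adjusted p = 0.150). So did *kita*, a receptor tyrosine kinase gene listed here under progenitors and mast cells (2.92, SE 0.36, adjusted p = 0.150), and *il1rl1*, the IL-33 receptor gene (2.29, SE 0.32, adjusted p = 0.150). *Cebpb* messenger RNA itself was at 6360.4 and 5716 TPM in *cebpb*+/+ and 2928 and 1480.2 TPM in *cebpb*-/- (-2.09, SE 0.29, adjusted p = 0.150).

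None of these passes: with limma and n = 2 libraries per genotype, 0 of 11478 tested genes rose or fell at an adjusted p under 0.05, and at an unadjusted p under 0.05 there were 704 higher and 924 lower. With a pseudocount of 5 limma calls 4 higher and 6 lower, with a mean of at least 10 scaled TPM 3 higher and 8 lower, and with 1 spread estimated from all 8 libraries 256 higher and 422 lower, *cxcr4b*, *cd59* and both *si:dkey* genes among those of the second setting. The last setting shares its spread with the *cebp1* libraries, which vary less within genotypes (median residual SD 0.450 against 0.864). It can thus understate the error in *cebpb*-/-. *Kita* and the pigment genes *tyrp1b*, *dct*, *pmela* and *oca2*, picked after they were seen, were among the genes higher in that setting. No list of pigment cell genes was tested. No overlap with Cebpβ-bound genes was tested, since only part of that peak table is used here.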

GO/KEGG analysis of these genes showed that ribosome-related genes were enriched (Fig. 6B), including *rps8a*, *rps17*, *rpl38*, *rps3*, *rps26*, *eif5a*, and *rsl24d1*. In addition, *eslec* was also found to be elevated by Cebpβ, which could bind to the proximal promoter of *eslec* (Fig. 6B–C). 

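Ribosomal protein genes were lower as a group in *cebpb*-/- eosinophils in limma's camera test (adjusted p = 9.92e-40), but not with an estimated correlation (adjusted p = 0.502) or by fry (adjusted p = 0.155). *Rps3*, a protein of the small subunit, was at 1122 and 1113 TPM in *cebpb*+/+ and at 580.1 and 505 TPM in *cebpb*-/- (log2 -1.59, SE 0.20, adjusted p = 0.150, n = 2 libraries per genotype) and *rps8a* at 2442 and 2294 TPM against 1585 and 1712 TPM (-1.07, SE 0.19, adjusted p = 0.166). The log2 fold changes of *rps26*, *rpl38*, *rsl24d1*, a factor of large-subunit assembly, and *eif5a*, a translation factor, were -1.31, -1.05, -1.12 and -0.93 (adjusted p = 0.175, 0.182, 0.173 and 0.173). None of the 6 passes over all genes, and because the study picked them on these samples their direction is not independent evidence. They are also lower in TPM as deposited, at -0.38 (*eif5a*) to -1.04 (*rps3*). All 6 pass with 1 spread estimated from all 8 libraries, which can understate the error in this table.

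Over the list fixed beforehand, 75 of 77 cytosolic ribosomal protein genes had a negative log2 fold change, with a median of -1.05 (-0.50 in TPM as deposited). None passed over all genes, and 67 fell and 0 rose adjusted over the list alone. Together these genes took 21.2% and 21.1% of TPM in *cebpb*+/+ and 14.0% and 15.9% in *cebpb*-/-. In the same libraries *krt4*, a keratin gene of the epidermis, was at 3.34 and 18.9 TPM in *cebpb*+/+ and at 178 and 498 TPM in *cebpb*-/- (4.49, SE 0.91, adjusted p = 0.170). In the part of the Cebpβ peak table used here, *rps3* has a peak at positions 3039705 to 3040214 of chromosome 18.

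**Figure D3:**
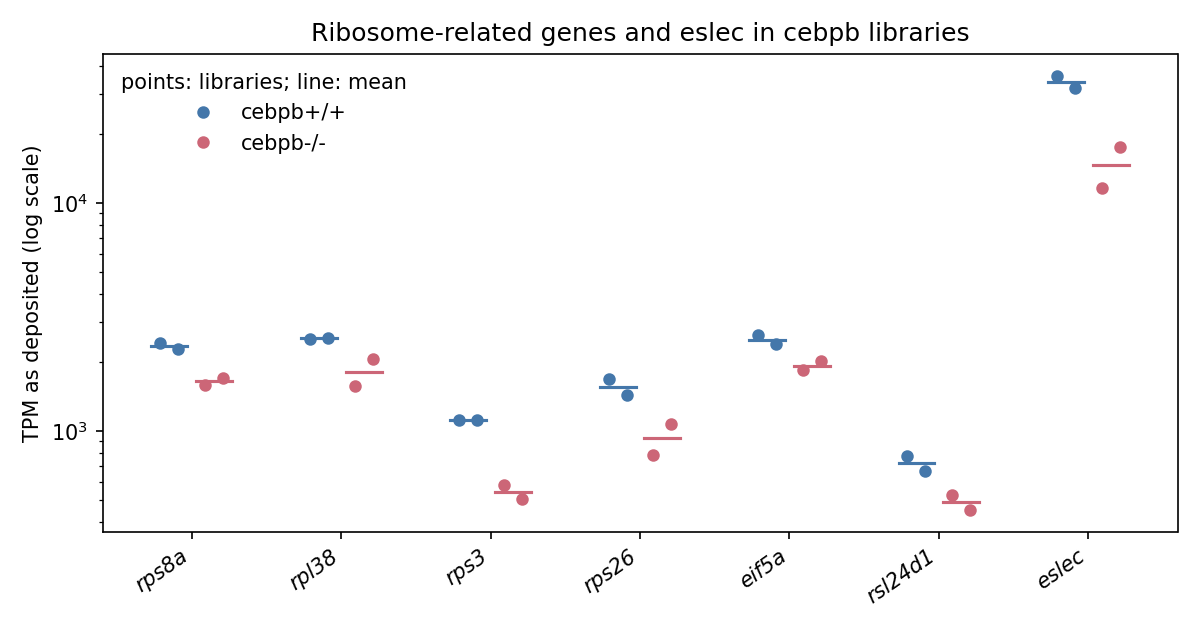
TPM as deposited of 6 ribosome-related genes and of *eslec*, with one point per library and a line at the mean. For all 7, both *cebpb*-/- points lie below both *cebpb*+/+ points.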

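*Eslec* was at 36138 and 31898 TPM in *cebpb*+/+ and at 11658 and 17653 TPM in *cebpb*-/- eosinophils, or 3.61% and 3.19% of all TPM against 1.17% and 1.77%. Its log2 fold change was -1.79 (limma, SE 0.27, adjusted p = 0.150, n = 2 libraries per genotype) and -1.24 in TPM as deposited (adjusted p = 0.150), so it does not pass over all genes. It does pass in limma with 1 spread estimated from all 8 libraries (adjusted p = 0.0188), which borrows from the less variable *cebp1* libraries and can understate the error here. The other tested genes of the lineage that the study names ran from -2.31 (*mcm2*, SE 1.19) to 2.29 (*il1rl1*), and none passes. Among them *itln1*, an intelectin gene, was at -1.13 (SE 0.22, adjusted p = 0.166), *agr2*, a disulfide isomerase of the secretory pathway, at -1.12 (SE 0.34, adjusted p = 0.264), and *fcer1gl* at -0.64 (SE 0.29). *Cxcr4b* lay below *eslec*. The peak assigned to *eslec* spans positions 9994642 to 9994885 of chromosome 1 (GRCz11, authors' signal 4.02). The gene starts at 9994811 on the plus strand, inside the peak.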

As *eslec* and ribosome-related genes were found highly expressed in pre.Eos (Figs. 3D and S3G), it suggests that Cebpβ directly regulates a series of downstream genes related to pre.Eos. 

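Pre.Eos and Eb-P markers, which the study took from single-cell data and not from these libraries, mostly had negative log2 fold changes in *cebpb*-/- eosinophils. The Eb-P markers come from kidney cells of wild type and both mutants together, in which the paper detects no Eb-P in *cebpb*-/-. Their direction here is thus not wholly independent of genotype. No stage list passes with an estimated correlation. Eb-P and EoP lists share members with the ribosomal list, such as *rpl6* and *rplp1* (Eb-P) and *rps7* and *faua* (EoP). Stage and ribosomal results are thus not separate, and no stage list was tested without the shared genes. Keratinocyte markers in the same libraries mostly lay the other way (17 genes, median 1.49, and 2.04 as deposited; adjusted p = 0.00857, and 0.502 with an estimated correlation), 7 higher and 1 lower adjusted over the list alone. Of 246 pre.Eos markers 199 had a negative log2 fold change, with a median of -0.86 (-0.31 in TPM as deposited), and of 64 Eb-P markers 44 (median -0.86, and -0.33 as deposited). None passed over all genes, and adjusted over the list alone 97 pre.Eos markers fell and 3 rose, and 23 Eb-P markers fell and 1 rose (limma's camera test, adjusted p = 1.54e-19 and 6.45e-07, and adjusted p = 0.502 with an estimated correlation for both). *LOC108192158*, a pre.Eos marker, stood at 1550.0 and 1233 TPM in *cebpb*+/+ and 332 and 278 TPM in *cebpb*-/-.

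The 244 mat.Eos markers had a median of -0.31 that turns to 0.24 in TPM as deposited, with 21 lower and 9 higher adjusted over the list alone (adjusted p = 0.0316, adjusted p = 0.502 with an estimated correlation). They went both ways: *zgc:158463* had a log2 fold change of -2.71 (SE 0.26, adjusted p = 0.0730), *il1rl1* a positive one. The 183 EoP markers had a median of -0.28 (0.27 as deposited), and none passed over all genes or adjusted over the list alone (adjusted p = 0.0969). The paper finds *eslec* and the ribosome-related genes lower in the mutant and bound by Cebpβ in its ChIP-Seq, and its single-cell data place them highly in pre.Eos. From this it proposes direct regulation of pre.Eos genes by Cebpβ.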

Combined with the scRNA-Seq data, Cebpβ probably exerts its function in eosinophil lineage cell differentiation by regulating pre.Eos-related genes.

**Fig. 6:**
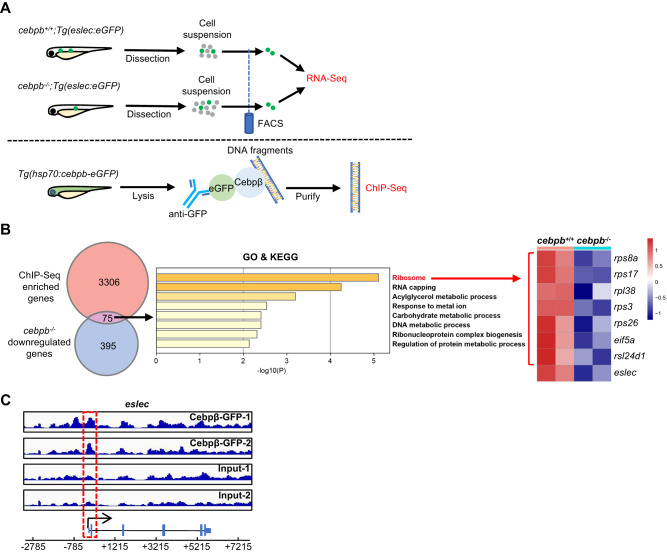
Cebpβ promotes eosinophilopoiesis by regulating pre.Eos-related genes. **A** Design of Cebpβ-target screening. RNA-Seq was performed with *cebpb*^+/+^ and *cebpb*^*−/−*^ eosinophils to identify downregulated genes with *cebpb* mutation (470 genes, *q* < 0.05, baseMean > 50, log2 fold change > 0.7). ChIP-Seq was performed with *Tg(hsp70:cebp1-eGFP)* larvae to identify Cebpβ-binding genes (3381 genes, *q* < 0.05, peak fold enrich > 2, TSS ± 2 kb). **B** Downstream targets of Cebpβ. Seventy-five genes were found overlapped from the Cebpβ-binding genes and the downregulated genes with *cebpb* mutation. GO/KEGG analysis suggested that these genes are associated with ribosome (Red). The genes related to this GO term and *eslec* were exhibited by RNA-Seq heatmap. **C** Cebpβ binding on the proximal promoter of *eslec*. At the bottom panel, the direction of *eslec* transcription is marked with a black arrow, and the broad box and narrow box represent the coding sequence and UTR region, respectively. The red dotted box shows the binding peaks.

### Conserved and divergent roles of C/EBP across species

To further assess the evolutionary conservation and divergence of CEBPs in regulating granulocyte development, we evaluated and compared our findings with those from *Cebpe* knockout mice. As previously reported, complete disruption of mouse *Cebpe* resulted in the absence of both neutrophils and eosinophils, an unaffected monocytic lineage, and the appearance of an atypical Siglec-F^+^CD115^+^ population^39^ (reanalyzed and shown in Fig. 7A). It led to a question whether these atypical cells are associated with eosinophils, based on their Siglec-F^+^ feature. Using a neutrophil-specific cre-mediated *Cebpe* conditional knockout mouse model (*Mrp8*^cre^*Cebpe*^fl/fl^), we found that eosinophil development was normal but neutrophil development was blocked at the pre.Neu stage (Fig. 7B). Consistent with the *Cebpe*-deficient mice, we observed a similar appearance of atypical granulocytes (Fig. 7B), suggesting that they are derived at the expense of neutrophils but not eosinophils. Thus, although mouse C/EBPε and Cebp1 have convergent roles in regulating neutrophil development, their effects on eosinophilopoiesis are divergent.

**Fig. 7:**
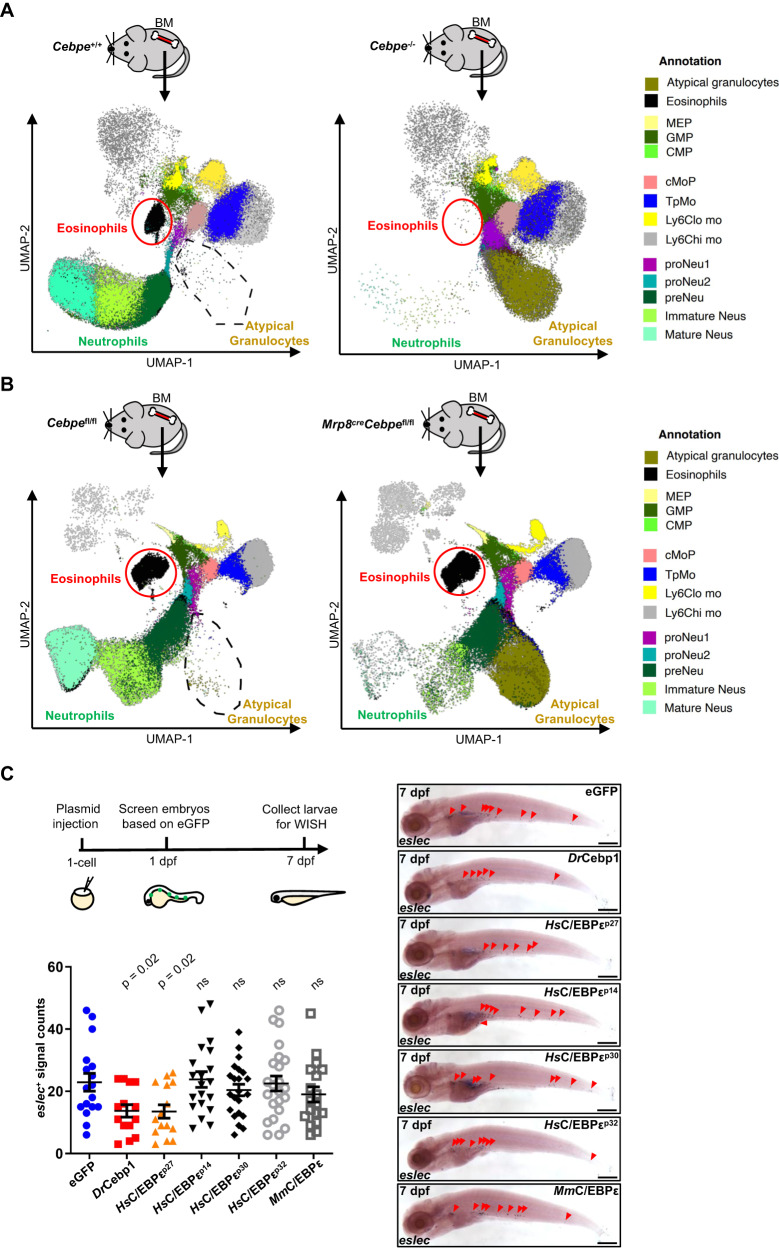
Cebp1 is the orthologue of human C/EBPε^P27^ in suppressing eosinophilopoiesis. **A** Full *Cebpe* knockout affects both neutrophils and eosinophils in mice. BM cells of *Cebpe*^+/+^ and *Cebpe*^*−/−*^ mice were collected, stained with 15 different antibodies, and applied to flow cytometry analysis. The UMAPs were shown, representing the clustering information of mouse BM cells. Red circles marked the eosinophils, while the black-dotted regions marked the atypical granulocytes. The entire annotation information was shown on the right panel. **B** Neutrophil-specific *Cebpe* knockout induces atypical granulocytes in mice. BM cells of *Cebpe*^fl/fl^ and *Mrp8*^cre^*Cebpe*^fl/fl^ mice were collected, stained with 15 different antibodies, and applied to flow cytometry analysis. The UMAPs were shown, representing the clustering information of mouse BM cells. **C** Overexpression of human C/EBPε^p27^ mimicked Cebp1 phenotype. WT embryos were injected with *coro1a*-drived overexpression plasmids at 1-cell stage, then screened at 1 dpf based on eGFP signals, and finally collected at 7 dpf for WISH. Eosinophil (red arrowhead) numbers were decreased in larvae injected with *coro1a:cebp1-eGFP* (*Dr*Cebp1) or *coro1a:CEBPE*^*p27*^*-eGFP* (*Hs*C/EBPε^p27^) plasmid, while remained unchanged in other groups (bar = 200 μm). Quantification was performed using Student’s *t* test (each group was only compared with *coro1a:eGFP* (eGFP) control, two-sided, mean ± SEM, ns represents no significance). Sample size: eGFP, *n* = 17; *Dr*Cebp1, *n* = 14; *Hs*C/EBPε^p27^, *n* = 15; *Hs*C/EBPε^p14^, *n* = 20; *Hs*C/EBPε^p30^, *n* = 22; *Hs*C/EBPε^p32^, *n* = 23; *Mm*C/EBPε, *n* = 18. Three independent experiments were conducted. Source data are provided as a Source Data file.

In humans, there are four isoforms of the CEBPε protein, two of which (C/EBPε^p27^ and C/EBPε^p14^) play repressive roles in eosinophilopoiesis, while C/EBPε^p32^ and C/EBPε^p30^ induce eosinophil development^40–42^. Therefore, we detected whether human C/EBPε isoforms could inhibit zebrafish eosinophilopoiesis, by utilizing the *coro1a* promoter to induce myeloid-specific C/EBPε-eGFP fusion gene overexpression. The fusion proteins were validated not to affect the TF activity of C/EBPs, by a luciferase assay showing their transactivation activity on *cebpb* or *MBP-P2*, which is reported as a direct target of C/EBPε^41^ (Fig. S8). As a control, overexpression of zebrafish Cebp1-eGFP strongly inhibited zebrafish eosinophilopoiesis (Fig. 7C), consistent with the ubiquitous overexpression data (Fig. 3B). We found that among all the C/EBPε isoforms, only human C/EBPε^p27^ significantly repressed zebrafish eosinophilopoiesis, while others did not affect eosinophil development (Fig. 7C). Therefore, our data demonstrate that Cebp1 is the functional orthologue of human C/EBPε^p27^ in repressing eosinophil development.

## Discussion

In this study, we identify *eslec* as a reliable zebrafish eosinophil lineage-specific marker, and generate a *Tg(eslec:eGFP)* zebrafish line that allows us to understand the development of eosinophils from early life to adulthood. In this manner, the spatial-temporal developmental pattern, lineage landscape, and genetic regulation of eosinophils are determined. We demonstrate the importance of Cebp1 in balancing granulopoiesis and clarify the interplay of Cebp1 and Cebpβ during eosinophilopoiesis. In zebrafish, Cebp1 is not only required for neutrophil development, but also regulates the balance between neutrophil and eosinophil commitment. Furthermore, the direct regulation of Cebp1 on Cebpβ determines eosinophil lineage differentiation (Fig. 8). We further demonstrate that zebrafish Cebp1 has divergent effects with mouse C/EBPε, but convergent roles with human C/EBPε^p27^ in eosinophilopoiesis. Reported results provide a new understanding of eosinophil lineage development.

**Fig. 8:**
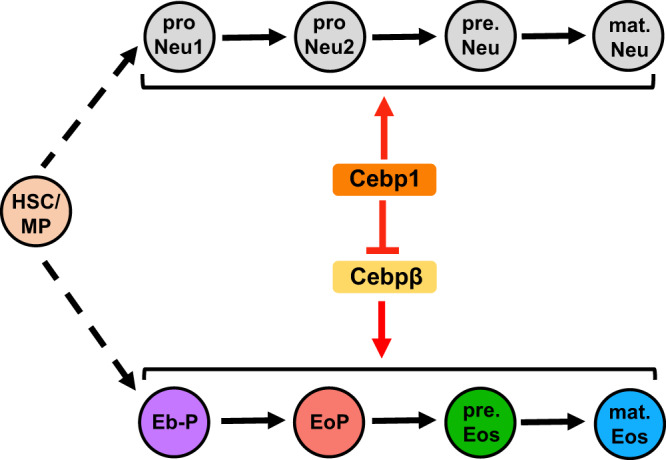
The working model showing zebrafish Cebps in balancing granulopoiesis. HSC or myeloid progenitor (MP) undergo stepwised differentiation for granulopoiesis. The neutrophil lineage cells contain proNeu1, proNeu2, pre.Neu, and mat.Neu, which nomenclature is based on a previous study^39^. The eosinophil lineage cells contain Eb-P, EoP, pre.Eos, and mat.Eos. For granulopoiesis, Cebp1 is essential for the generation of the neutrophil lineage, and Cebp1 suppresses Cebpβ to inhibit the commitment and differentiation of the eosinophil lineage.

The eosinophil marker *eslec* was identified by a combination of scRNA-Seq and experimental validation. Recently, a mycobacterial infection scRNA-Seq dataset employed *itln1* as a zebrafish eosinophil marker^24^. By reanalyzing the dataset, we found that *eslec* and *itln1* are both highly expressed in eosinophils, while *itln1* is also weakly expressed in neutrophils (Fig. S9). Based on the stable expression in both homeostatic and pathological eosinophils, and larval zebrafish specificity, *eslec* is identified as a pan-eosinophil lineage marker for developing, steady-state, and activated eosinophils.

The spatial-temporal developmental pattern of eosinophils was firstly studied in the *Tg(eslec:eGFP)* line. From 5 dpf onwards, *eslec*^*+*^ eosinophils are gradually evident in the CHT region, the kidney, and intestine of zebrafish larvae. These locations are equivalent to the mammalian fetal organs (respectively, fetal liver, bone marrow, and intestine)^43^. Murine eosinophils are known to be found in these locations as well^44–46^. In adult zebrafish, eosinophils could be found in KM, IPEX, intestine, spleen, and liver, similar to the distributions in humans^47^. Together, these data suggested a conserved eosinophilopoiesis pattern across species.

We previously showed that zebrafish Cebp1 is the functional orthologue of mammalian C/EBPɛ in regulating neutrophil development^36^. Herein, we demonstrated Cebp1 to suppress eosinophilic cell commitment and inhibit the differentiation and maturation of the eosinophil lineage. Mutation of the *CEBPE*/*Cebpe* gene exhibits severe eosinophil defects in both human^48,49^ and mice^17^, suggesting that mammalian C/EBPε may be positive regulators of eosinophilopoiesis. However, among the four isoforms of the human C/EBPε protein, mouse C/EBPε is only similar with human C/EBPε^p32^ and C/EBPε^p30^, which are all proven to be required for eosinophilopoiesis^40,41^. The two repressor isoforms (C/EBPε^p27^ and C/EBPε^p14^), of which mice lack their relevant orthologue, could inhibit the expression of eosinophil granule proteins and IL-5R^40^. C/EBPε^p27^ contains multiple repressor domains and inhibits MBP1 transcription, while C/EBPε^p14^ contains only dimerization and DNA binding domains^40–42^. We overexpressed these mammalian C/EBPε isoforms and found that only human C/EBPε^p27^ inhibited eosinophilopoiesis in zebrafish, suggesting its similar transcriptional repressing role to zebrafish Cebp1. Taken together, it is suggested that zebrafish Cebp1 is the functional orthologue of human C/EBPε^p27^, but not other mammalian C/EBPε isoforms, in suppressing eosinophil development.

In both mammals and zebrafish, C/EBPβ is critical for emergency myelopoiesis^38,50^ but dispensable for homeostatic neutrophil development^38,51^. Whether C/EBPβ affects the eosinophil lineage was unclear before. Early studies in chicken and human cell lines suggest that C/EBPβ induced eosinophil development by triggering lineage commitment and maturation^52,53^. Herein, we demonstrated, in vivo, that Cebpβ promotes the commitment and probably differentiation of eosinophils in zebrafish. For the molecular mechanisms, a previous study suggested that C/EBPβ cooperates with GATA-1 and transactivation of the MBP promoter in human HT93A cells^54^. In our study, we found that Cebpβ could bind to *eslec* promoter region and elevate the expression of *eslec*, which shares similarities with mammalian MBP, suggesting the conserved roles of C/EBPβ across different species. In addition, we also found zebrafish Cebpβ to be directly regulated by Cebp1. Thus, whether mammalian C/EBPβ controls eosinophilopoiesis or is similarly regulated by C/EBPε or other TFs is worth future investigation.

The function of zebrafish eosinophils remains largely unknown. ScRNA-Seq of the mature zebrafish eosinophils indicated that they highly express *cxcr4b*, *ccr9a*, *il1rl1*, and *fcer1gl*, which mammalian orthologues are associated with eosinophil behaviors^55–58^. The identified eosinophil marker, *eslec*, encodes a C-type lectin as the mammalian eosinophil major basic protein^28^, suggesting putative similarities in granule proteins features and further functions across species^59^. Future studies focusing on functional assessment, disease models, and drug screening using the *Tg(eslec:eGFP)* line may lead to more exciting discoveries.

In summary, this study systemically identifies zebrafish eosinophil developmental patterns, putative functions, lineage landscapes, and genetic regulations. Given that the zebrafish model provides unique advantages for the study of hematopoiesis as well as blood- and immune-related diseases, the study of eosinophil biology in zebrafish will be a valuable complement to mammalian scientific discovery.

## Methods

### Animal maintenance

Zebrafish were maintained and bred based on *The Zebrafish Book*^60^. The zebrafish lines used in this research were: *Tg(gata2a:eGFP)*^21^, *Tg(cdh17:DsRed)* (a gift from Dr. Hua Ruan of Southwest University, China), *Tg(lyz:DsRed)*^61^, *Tg(mpeg1:loxP-DsRed-loxP-eGFP)*^32^, *Tg(coro1a:loxP-DsRed-loxP-eGFP)*^30^, *cebp1*^*smu1*^ mutant^36^, and *cebpb*^*szy7*^ mutant^38^. All studies involving zebrafish were reviewed by the Animal Research Advisory Committee of the South China University of Technology, Guangzhou, China.

Mice were bred and maintained under specific pathogen-free conditions (12 h light/12 h darkness, 22.5 °C, 52.5% humidity) in the Biological Resource Centre of A*STAR, Singapore. The *Mrp8*^*cre*^ (B6.Cg-Tg(S100A8-cre-eGFP)1Ilw/J) mice were obtained from the Jackson Laboratory and were used to cross with the *Cebpe*^*fl/fl*^ mice, generated through homologous recombination insertion of *Cebpe* gene containing loxP sites flanking exon 1 and 2. In the targeting vector, the Neo cassette is flanked by self-deletion sites and DTA was used for negative selection. After breeding, the conditional knockout *Mrp8*^*cre*^*Cebpe*^*fl/fl*^ strain was verified by flow cytometry and genotyping. All studies involving mice were performed under the approval of the Institutional Animal Care and Use Committee, in accordance with the guidelines of the Agri-Food and Veterinary Authority and the National Advisory Committee for Laboratory Animal Research of Singapore.

### Generation of transgenic zebrafish lines

Transgenic lines were generated based on the Tol2 transposon system in AB background zebrafish^62^. To generate the *Tg(eslec:eGFP)* or *Tg(eslec:DsRed)* line, a 4.3 kb *eslec* promoter was used to trigger the expression of eGFP or DsRed in the pTol2 vector. For *Tg(hsp70:cebp1-eGFP)* or *Tg(hsp70:cebpb-eGFP)*, a 1.5 kb *hsp70* promoter was used to drive the overexpression of in-frame Cebp1-eGFP or Cebpβ-eGFP, thus generating fusion proteins for ChIP analysis. These vectors were co-injected into one-cell stage zebrafish embryos along with transposase mRNA. F0 larvae with ideal fluorescence patterns were raised and bred to generate the transgenic lines.

### Transient overexpression of mammalian C/EBPε proteins in zebrafish

A 7.0 kb *coro1a* promoter was used to induce the myeloid-specific overexpression of Cebp1-eGFP, mouse C/EBPε-eGFP, human C/EBPε^p32^-eGFP, human C/EBPε^p30^-eGFP, human C/EBPε^p27^-eGFP, and human C/EBPε^p14^-eGFP fusion proteins. The plasmids were separately injected into one-cell stage zebrafish embryos, in which those with strong eGFP fluorescence were collected at 7 dpf for WISH.

### WISH

WISH experiments were performed based on the standard protocol^63^. To obtain the probe for *eslec*, full-length *eslec* cDNA was ligated into the pBSK(+) vector. The antisense *eslec* mRNA was in vitro transcribed by T7 RNA polymerase (ThermoFisher, USA) and labeled with Digoxigenin 10× RNA Labeling Mix (Roche, Switzerland) as the final probe. WISH signals were counted manually within each Z-plane. Finally, photographs of different Z-planes were merged by ZEN software (ZEISS, Germany).

### Cell morphology analysis

For the staining of *eslec*^+^ cells, 7 dpf *Tg(eslec:eGFP)* larvae and adult *Tg(eslec:eGFP)* (3-month old, gender undistinguished) kidneys were prepared as cell suspensions with *eslec*^+^ cells sorted by FACS based on eGFP fluorescence. The cell suspensions were applied to a Shandon Cytospin 4 (ThermoFisher) and stained with Giemsa (Sigma-Aldrich, Germany) and May-Grunwald’s solution (Sigma-Aldrich).

### Confocal microscopy

To detect the developmental patterns of eosinophils, live *Tg(eslec:eGFP)* larvae were mounted in 1% low-melting agarose with 0.02% tricaine. The mounted larvae were assessed by confocal microscopy with a ZEISS LSM 800. To generate full-length photographs, entire larvae were visualized by tile scan with photographs merged based on different views. To detect colocalization of eosinophils and other cells, *Tg(eslec:eGFP)* was crossed with *Tg(cdh17:DsRed), Tg(lyz:DsRed)*, *Tg(mpeg1:loxP-DsRed-loxP-eGFP)*, or *Tg(coro1a:loxP-DsRed-loxP-eGFP)*, and *Tg(eslec:DsRed)* was crossed with *Tg(gata2a:eGFP)*. The live larvae were assessed with a ZEISS LSM 800 at 5 or 7 dpf.

### Single-cell analysis

For scRNA-Seq analysis of eosinophils from KM, adult (3-month old) *Tg(eslec:eGFP)* kidneys were dissected from 5 individuals as a pool (gender undistinguished) and pipetted into cell suspensions in PBS with 0.04% BSA. Cell suspensions were stained with propidium iodide (PI), gated on eGFP^+^PI^−^ cells, and sorted in this manner to obtain live KM eosinophils. The eosinophils were evaluated by trypan blue staining to confirm viability prior to 10x 3′ (v3.1) scRNA-Seq gel beads-in-emulsion (GEMs) generation. Post GEM generation, library construction was performed based on the manufacturer’s instructions (10x Genomics, USA). Sequencing was performed with a NovaSeq 6000 system (Illumina, USA). Mapping was performed by Cell Ranger (10x Genomics, 6.0.1, zebrafish genome: GRCz11). Expression matrices were analyzed with Seurat (3.2.3)^64^. Low-quality or contaminating cells were filtered based on total gene counts (nFeature > 200, final mean nFeature = 1,231.73), total reads (nCount > 1000, final mean nCount = 8,638.02), mitochondrial gene counts (percentage <15%), the expression level of *eslec* (percentage >0%), and doublet features. Finally, a total number of 2,092 eosinophil lineage cells passed the quality control thresholds. The cell cycle status of analyzed cells was assigned based on the expression of S phase genes and G2/M phase genes, as described previously^65^. The S phase and G2/M phase cells were both proliferating, but their transcriptomes varied greatly. Therefore, a Seurat partial cell cycle regression was used to regress differences between the S and G2/M phases, with signals separating non-proliferating and proliferating cells reserved. After final clustering, the specifically expressed genes of each cluster (Supplementary Data 1) were analyzed by GO and KEGG enrichment using Metascape^66^. Trajectory analysis were performed with Monocle3 (0.2.3.0) and velocyto.R (0.6) (reads mapped to intronic regions = 14.9%, deltaT = 1, kCells = 40)^67,68^.

In addition, the whole kidneys of adult WT, *cebp1*^*−/−*^, and *cebpb*^*−/−*^ zebrafish were dissected and pipette-mixed into cell suspensions. For each genotype, three 3-month-old female individuals were selected (*n* = 3), to avoid potential sex differences. As viability was >90% based on trypan blue staining, the cells were directly used for 10 × 3′ scRNA-Seq GEMs generation and further sequencing. Low-quality or contaminating cells were filtered based on total gene counts (nFeature > 200, final mean nFeature = 730.06), total reads (nCount > 1000, final mean nCount = 3,737.38), mitochondrial gene counts (percentage < 15%), and doublet features. For data consistency, the KM cells from three genotypes were integrated for analysis, but shown separately. The integration was performed with the “IntegrateData” function of Seurat, which utilized reciprocal principal component analysis to remove batch effects. Finally, a total number of 101,598 KM cells from different genotypes (WT-1: 8,262 cells, WT-2: 12,400 cells, WT-3: 13,095 cells, *cebp1*^*−/−*^−1: 12,218 cells, *cebp1*^*−/−*^−2: 12,384 cells, *cebp1*^*−/−*^−3: 10,555 cells, *cebpb*^*−/−*^−1: 14,440 cells, *cebpb*^*−/−*^−2: 10,326 cells, *cebpb*^*−/−*^−3: 7,918 cells) were analyzed. After partial cell cycle regression, the clusters were renamed based on their marker genes. The eosinophil count of each sample (WT-1: 124 cells, WT-2: 171 cells, WT-3: 89 cells, *cebp1*^−/−^−1: 319 cells, *cebp1*^*−/−*^−2: 364 cells, *cebp1*^*−/−*^−3: 332 cells, *cebpb*^*−/−*^−1: 37 cells, *cebpb*^*−/−*^−2: 43 cells, *cebpb*^*−/−*^−3: 25 cells) was divided by the total cell number of that sample to calculate the ratio. Post clustering, the eosinophil lineage cells were further subclustered based on the marker genes information, and the eosinophil count of each subcluster was divided by the total eosinophil number of the relevant sample to calculate the relative ratio. The marker genes and differentially expressed genes upon mutation are listed in Supplementary Data 6 (each cluster of all KM cells) and Supplementary Data 7 (each subcluster of eosinophil lineage cells).

### Bulk RNA-Seq

For all the bulk RNA-Seq analysis, we performed mini-bulk RNA-Seq with ~500 cells for each sample. To compare the transcriptomes of *cebp1*^*+/+*^ and *cebp1*^*−/−*^ eosinophils, 7 dpf *cebp1*^*+/+*^*;Tg(eslec:eGFP)* and *cebp1*^*−/−*^*;Tg(eslec:eGFP)* larvae were ground and digested with Dispase (ThermoFisher) into cell suspensions. To compare the transcriptomes of *cebpb*^*+/+*^ and *cebpb*^*−/−*^ eosinophils, 7 dpf *cebpb*^*+/+*^*;Tg(eslec:eGFP)* and *cebpb*^*−/−*^*;Tg(eslec:eGFP)* larvae were also prepared into cell suspensions. All cell suspensions were assayed by FACS and eGFP^+^ cells sorted. Two replicates were generated for each sample, each collected from different individual pools. The subsequent library construction was modified based on a Smart-seq2 methodology^69^, in which we enlarged the reaction volume and reduced the amplification cycle numbers, due to the much larger cell input (~500 cells) than the original report (single cell). Sequencing was performed with a NovaSeq 6000 system (Illumina). Mapping was performed by STAR^70^ (2.7.10b, zebrafish genome: GRCz11). The mapped reads were annotated with featureCounts^71^ (Rsubread, 2.0.1). Finally, the differentially expressed genes were analyzed with DESeq2^72^ (1.26.0).

### ChIP-Seq

Because neither anti-Cebp1 nor anti-Cebpβ antibody is available, anti-GFP antibody (Abcam, UK, ab6658) was used to enrich DNA with interaction of in-frame fusion proteins, Cebp1-eGFP and Cebpβ-eGFP. We used *Tg(hsp70:cebp1-eGFP)* and *Tg(hsp70:cebpb-eGFP)* larvae to enrich these fusion proteins by activating the *hsp70* promoter at 39 °C. Larvae were heat-shocked for 2 hours/day from 2–5 dpf. At 5 dpf, ~200 larvae for each sample were lysed and crosslinked with 1% formaldehyde (ThermoFisher). The lysates were then sonicated with a Covaris M220 ultrasonicator (Duty Factor = 10%, peak incident power = 75, Cycles of Burst = 200, Time = 10 min). The input samples were collected directly from sonication products (1% volume) as controls, while the rest of the products were incubated with anti-GFP antibodies (1:200). Then, Dynabeads Protein G (ThermoFisher) was added to enrich the antibody-DNA complex, which was de-crosslinked at 65 °C and the DNA was finally purified. Library construction was prepared with purified DNA using NEBnext Ultra II (New England Biolabs, USA), with sequencing by a NovaSeq 6000 system (Illumina). For data analysis, reads were aligned to the zebrafish genome (GRCz11) with BWA-MEM (0.7.17)^73^. Aligned reads were then filtered by Samtools (1.15.1)^74^, with peak-calling by MACS2 (2.2.7.1)^75^. Peaks were annotated with ChIPseeker (1.22.1)^76^ to identify Cebp1- and Cebpβ-binding genes. The aligned reads were converted from BAM formats into Bigwig formats by deepTools (3.5.1)^77^. Bigwig files were visualized with the Integrative Genomics Viewer^78^.

### Dual-Luciferase assay

To verify the interaction of Cebp1 with the 3′UTR region of the *cebpb* gene, we cloned the 3′UTR region sequence of *cebpb* into the pMIR-Report (Ambion, USA) vector. For the overexpression of Cebp1, the entire coding sequence of *cebp1* was cloned and inserted into the pcDNA3.1 (Invitrogen) plasmid. HEK-293T cells were plated into 24-well plates, with each well transfected with 500 ng of pMIR-Report-*cebpb*−3′UTR or pMIR-Report (as control), 100 ng of pcDNA3.1-Cebp1 or pcDNA3.1 (as control), and 10 ng of pGL4.75[hRluc/CMV] (Promega, USA). The cells were lysed at 24 hours post-transfection and assessed by the Dual-Luciferase Reporter Assay System (Promega) for detection of Firefly and Renilla luciferase activities. Firefly/Renilla ratios were used to estimate the transcription activities affected by the Cebp1/*cebpb* interaction.

To verify whether the C/EBPs-eGFP fusions affect their TF activities, these fusion proteins were inserted into the pcDNA3.1 plasmid for transfection. The zebrafish Cebp1-eGFP vector was co-transfected with pMIR-Report-*cebpb*−3′UTR or pMIR-Report, as shown above. The human *Hs*C/EBPε-eGFP vectors were co-transfected with the pGL4-*HsMBP-P2-*Luc vector to examine whether it could affect the promoter activity of *HsMBP-P2*, which is the core promoter region of human *MBP* gene^41^. The mouse *Mm*C/EBPε-eGFP vector was also co-transfected with the pGL4-*MmMBP-P2-*Luc vector to examine its TF activity. pGL4.75[hRluc/CMV] vector was involved in all groups as a control and the subsequent analysis was listed as above.

### Flow Cytometry of zebrafish eosinophils

To evaluate the eosinophil percentages in larval and juvenile zebrafish, 4 dpf, 5 dpf, 7 dpf, 21 dpf, and 49 dpf *Tg(eslec:eGFP)* fish were ground and digested with Dispase (ThermoFisher). To detect the eosinophil distribution in adult fish organs, WT, *cebp1* mutant, or *cebpb* mutant *Tg(eslec:eGFP)* fish were sacrificed. The IPEX was collected as reported^21^. The kidney were collected and pipetted into cell suspensions. For other tissues except blood (spleen, intestine, brain, heart, and liver), organs were dissected and digested with Collagenase IV (Sigma). The cell suspensions were washed and applied to flow cytometry. The eosinophils were gated on eGFP^+^DsRed^−^ to exclude auto-fluorescent cells. Finally, the flow cytometry data were analyzed by FlowJo.

### RT-qPCR

The eGFP^+^ eosinophils were respectively sorted from adult *cebp1*^*+/+*^ and *cebp1*^*−/−*^ *Tg(eslec:eGFP)* KM (each sample from different individual). Then, the eosinophils were lysed with TRIzol reagent (ThermoFisher) and the RNA was extracted. The cDNA was generated with a HiScript II Q Select RT SuperMix kit (Vazyme, China). RT-qPCR was performed using on a LightCycler 96 system (Roche) with SYBR Green PCR Core Reagent kits (Roche). The RT-qPCR primers used were: *ef1a* (FP: GAGAAGTTCGAGAAGGAAGC; RP: CGTAGTATTTGCTGGTCTCG) and *cebpb* (FP: TGCCCCAGTACCAGCATCTGG; RP: CGCTCGGTCAGCGAGATGTAGT). Finally, the relative expression of *cebpb* (fold changes) was analyzed by the ΔΔ comparative threshold method.

### Flow Cytometry of mouse BM cells

Analysis of mouse BM cells was performed as described previously^39^. Briefly, 6–10-weeks-old mouse (gender undistinguished) femurs were flushed using a 23–gauge needle in PBS containing 2 mM EDTA and 2% fetal bovine serum and passed through a 70–mm nylon mesh sieve. For the identification of BM myeloid progenitor cell subsets, cells were stained with fluorophore-conjugated anti-mouse antibodies against CD34 (RAM34, ThermoFisher, 13-0341-81, 1:100), CD11b (M1/70, ThermoFisher, 63-0112-80, 1:400), CD16/32 (2.4G2, BD Horizon, 565502, 1:400), CD115 (AFS598, Biolegend, 135510, 1:400), cKit (2B8, ThermoFisher, 62-1171-82, 1:400), CD101 (BB27, Biolegend, 331007, 1:400), CXCR4 (2B11, ThermoFisher, 13-9991-82, 1:400), Gr1 (RB6-8C5, ThermoFisher, 45-5931-80, 1:800), Ly6C (HK1.4, Biolegend, 128026, 1:400), SiglecF (E50-2440, BD Biosciences, 562757, 1:400), and CD106 (429, Biolegend, 105716, 1:400), together with exclusion lineage markers that include Ly6G (1A8, Biolegend, 127618, 1:200), CD90.2 (53-2.1, Biolegend, 140314, 1:400), B220 (RA3-6B2, ThermoFisher, 13-0452-82, 1:400) and NK.1.1 (PK136, ThermoFisher, 13-5951-81, 1:400). To visualize *Cebpe*^*fl/fl*^ and *Mrp8*^*cre*^*Cebpe*^*fl/fl*^ BM cells, UMAP analysis was performed using the in-built FlowJo UMAP plugin.

### Statistical analysis

Statistical analysis between two groups were performed using Student’s *t* test. In these analyses, *P* < 0.05 was considered statistically significant. All analyses were performed in GraphPad Prism 8.0.2.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

### Source data

Source Data

## Data Availability

All sequencing data generated in this study has been uploaded to the NIH Gene Expression Omnibus under accession number GSE198314. The zebrafish genome version used in the present study is GRCz11. Source data are provided in this paper.

# Supplementary material for: Cebp1 and Cebpβ transcriptional axis controls eosinophilopoiesis in zebrafish
**Source:** Nat Commun. 2024 Jan 27;15:811. doi: 10.1038/s41467-024-45029-0

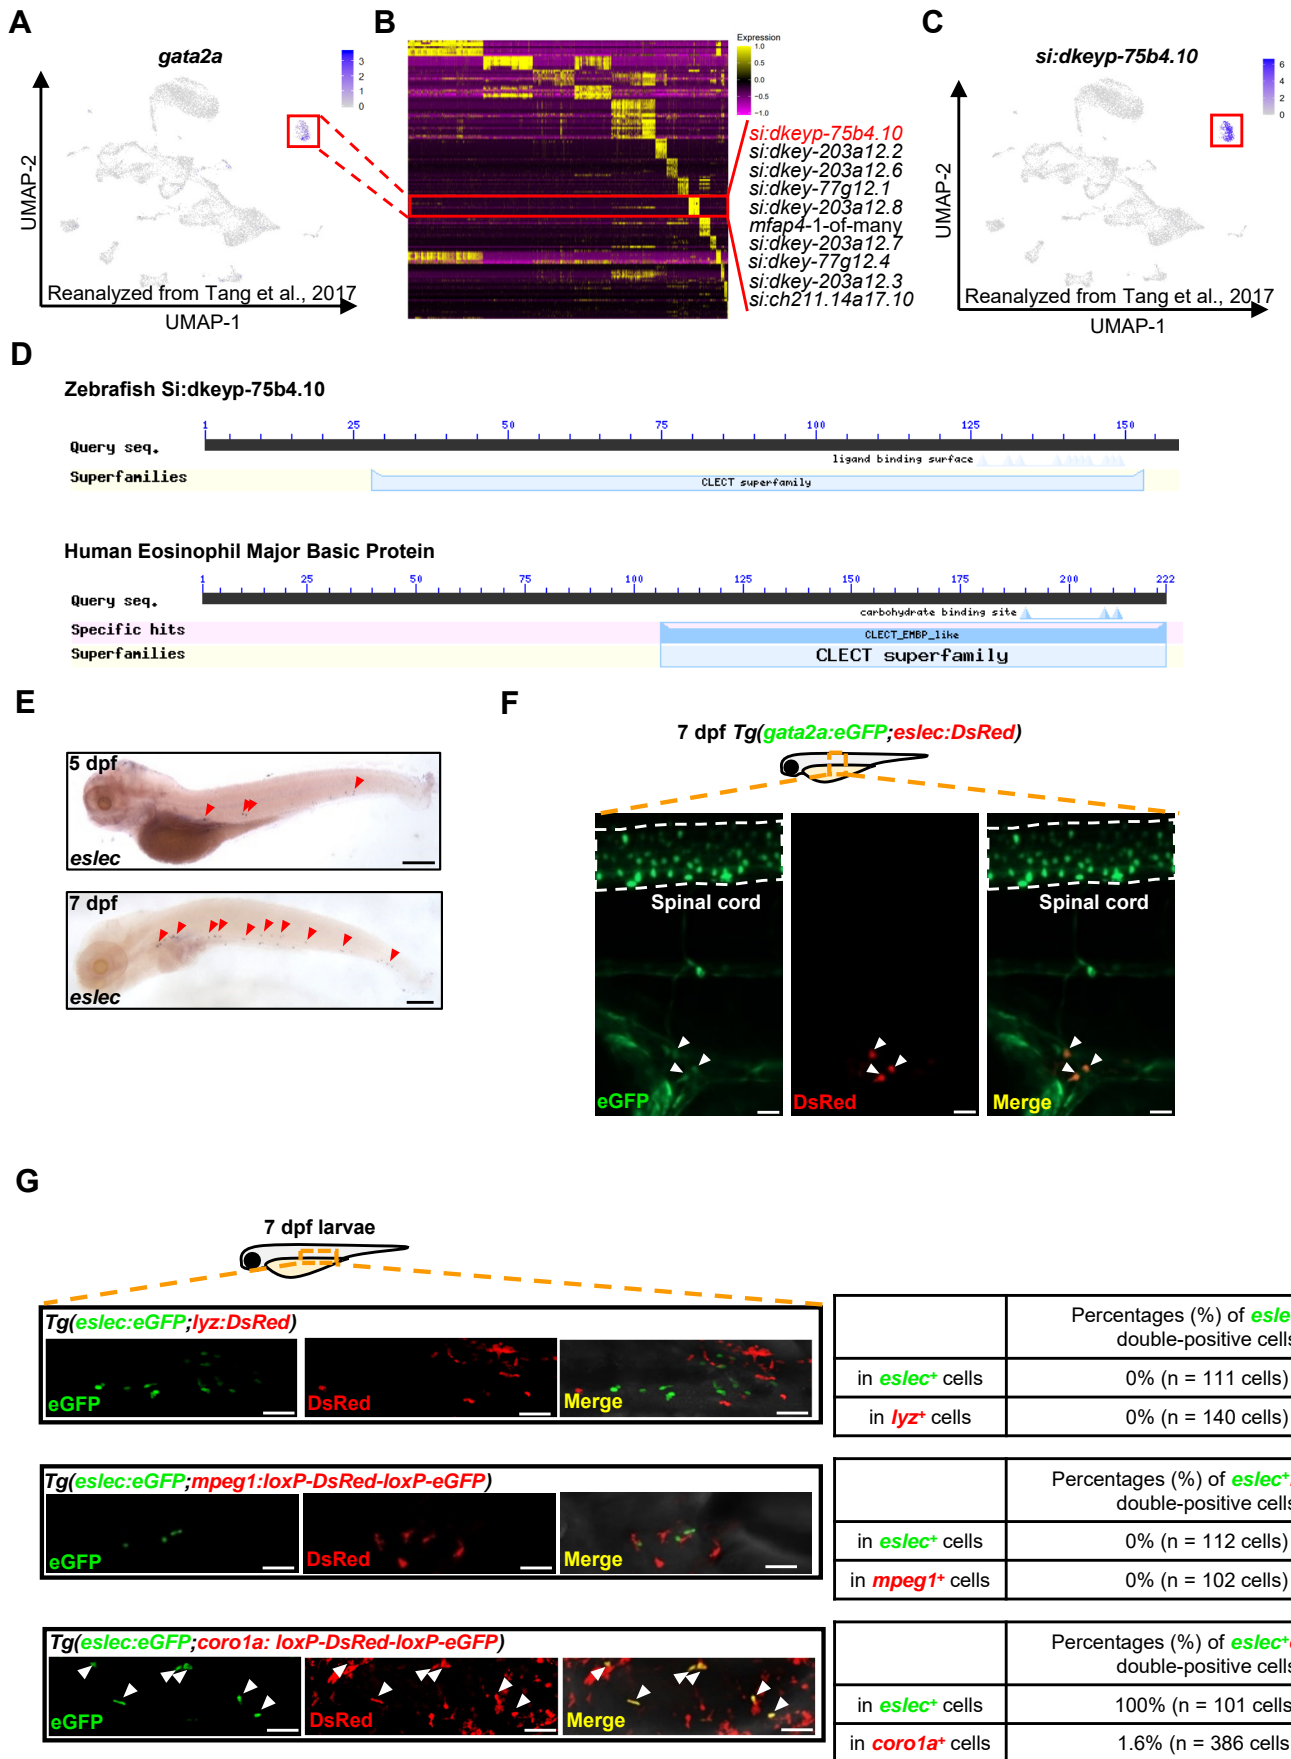

Figure S1. Mining eosinophil marker *eslec* from scRNA-Seq data. (A) UMAP showing the expression pattern of *gata2a*. The dataset of Tang et al. 2017 was reanalyzed and the expression pattern of *gata2a* was shown with UMAP. (B) Top 10 markers of the *gata2a*⁺ cells. (C) UMAP showing the expression pattern of *si:dkeyp-75b4.10*. (D) Protein domain of *Si:dkeyp-75b4.10* (*Eslec*) and human Eosinophil Major Basic Protein (obtained from NCBI). Blue boxed regions indicate the CLECT superfamily domain. (E) Expression pattern of *eslec* in zebrafish larvae. WISH exhibited that *eslec*⁺ cells (red arrowheads) could be found since 5 dpf and increased at 7 dpf (bar = 200 μ m, red box showing enlarged view). (F) Colocalization of *eslec*:DsRed and *gata2a*:eGFP signals. The DsRed⁺ cells were all eGFP^{low} (white arrowheads), while eGFP⁺DsRed⁺ cells were abundantly found in the spinal cord (white dotted line-surrounded) and other tissue (bar = 20 μ m). (G) Colocalization of *eslec*⁺ cells with other myelocytes. The *eslec*⁺ cells showed no colocalization with *lyz*⁺ or *mpeg1*⁺ cells, while they are all colocalized with *coro1a*⁺ cells (white arrowhead, bar = 50 μ m). The right table showed the quantification results. In *Tg(eslec:eGFP;lyz:DsRed)* and *Tg(eslec:eGFP;mpeg1:loxP-DsRed-loxP-eGFP)* larvae, no *eslec*⁺ cell was DsRed⁺, and no *lyz*⁺ or *mpeg1*⁺ cell was eGFP⁺. In *Tg(eslec:eGFP;coro1a:loxP-DsRed-loxP-eGFP)* larvae, all *eslec*⁺ cells were DsRed⁺, while only 1.6% of *coro1a*⁺ cells were eGFP⁺.

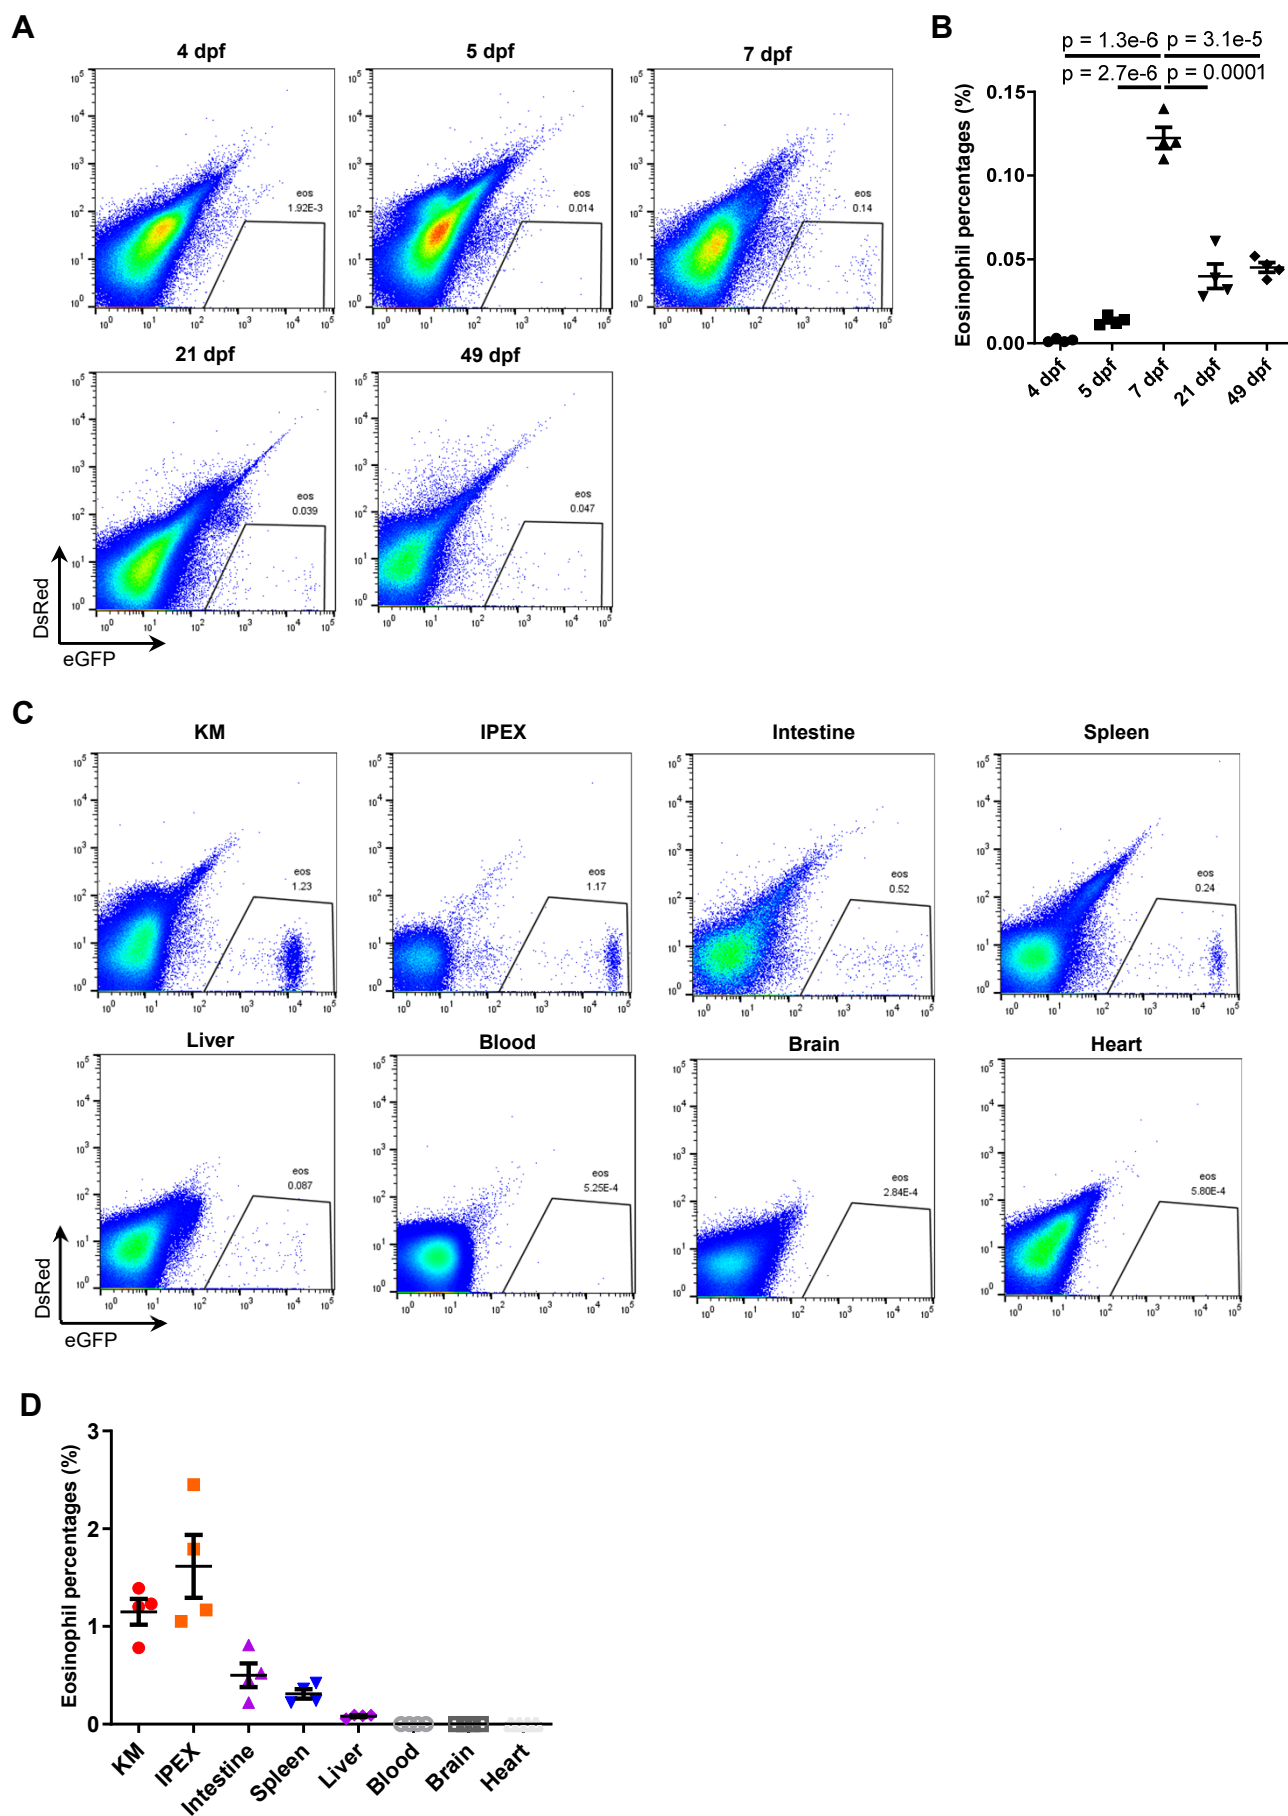

Figure S2. Flow cytometry showing the eosinophil pattern. (A) Flow cytometry showing the eosinophil percentages from 4 dpf to 49 dpf zebrafish. Eosinophils were gated on $eGFP^+DsRed^-$ cells to exclude the auto-fluorescent cells. (B) Quantification of (A). All other groups were only compared with the 7 dpf group. (Student's t -test, two-sided, mean $\pm$ SEM). (C) Flow cytometry showing the eosinophil percentages in different adult *Tg(eslec:eGFP)* zebrafish tissues. Eosinophils were gated on $eGFP^+DsRed^-$ cells to exclude the auto-fluorescent cells. (D) Quantification of (C). Two independent experiments were conducted with $n = 4$ in each group. Source data are provided as a Source Data file.

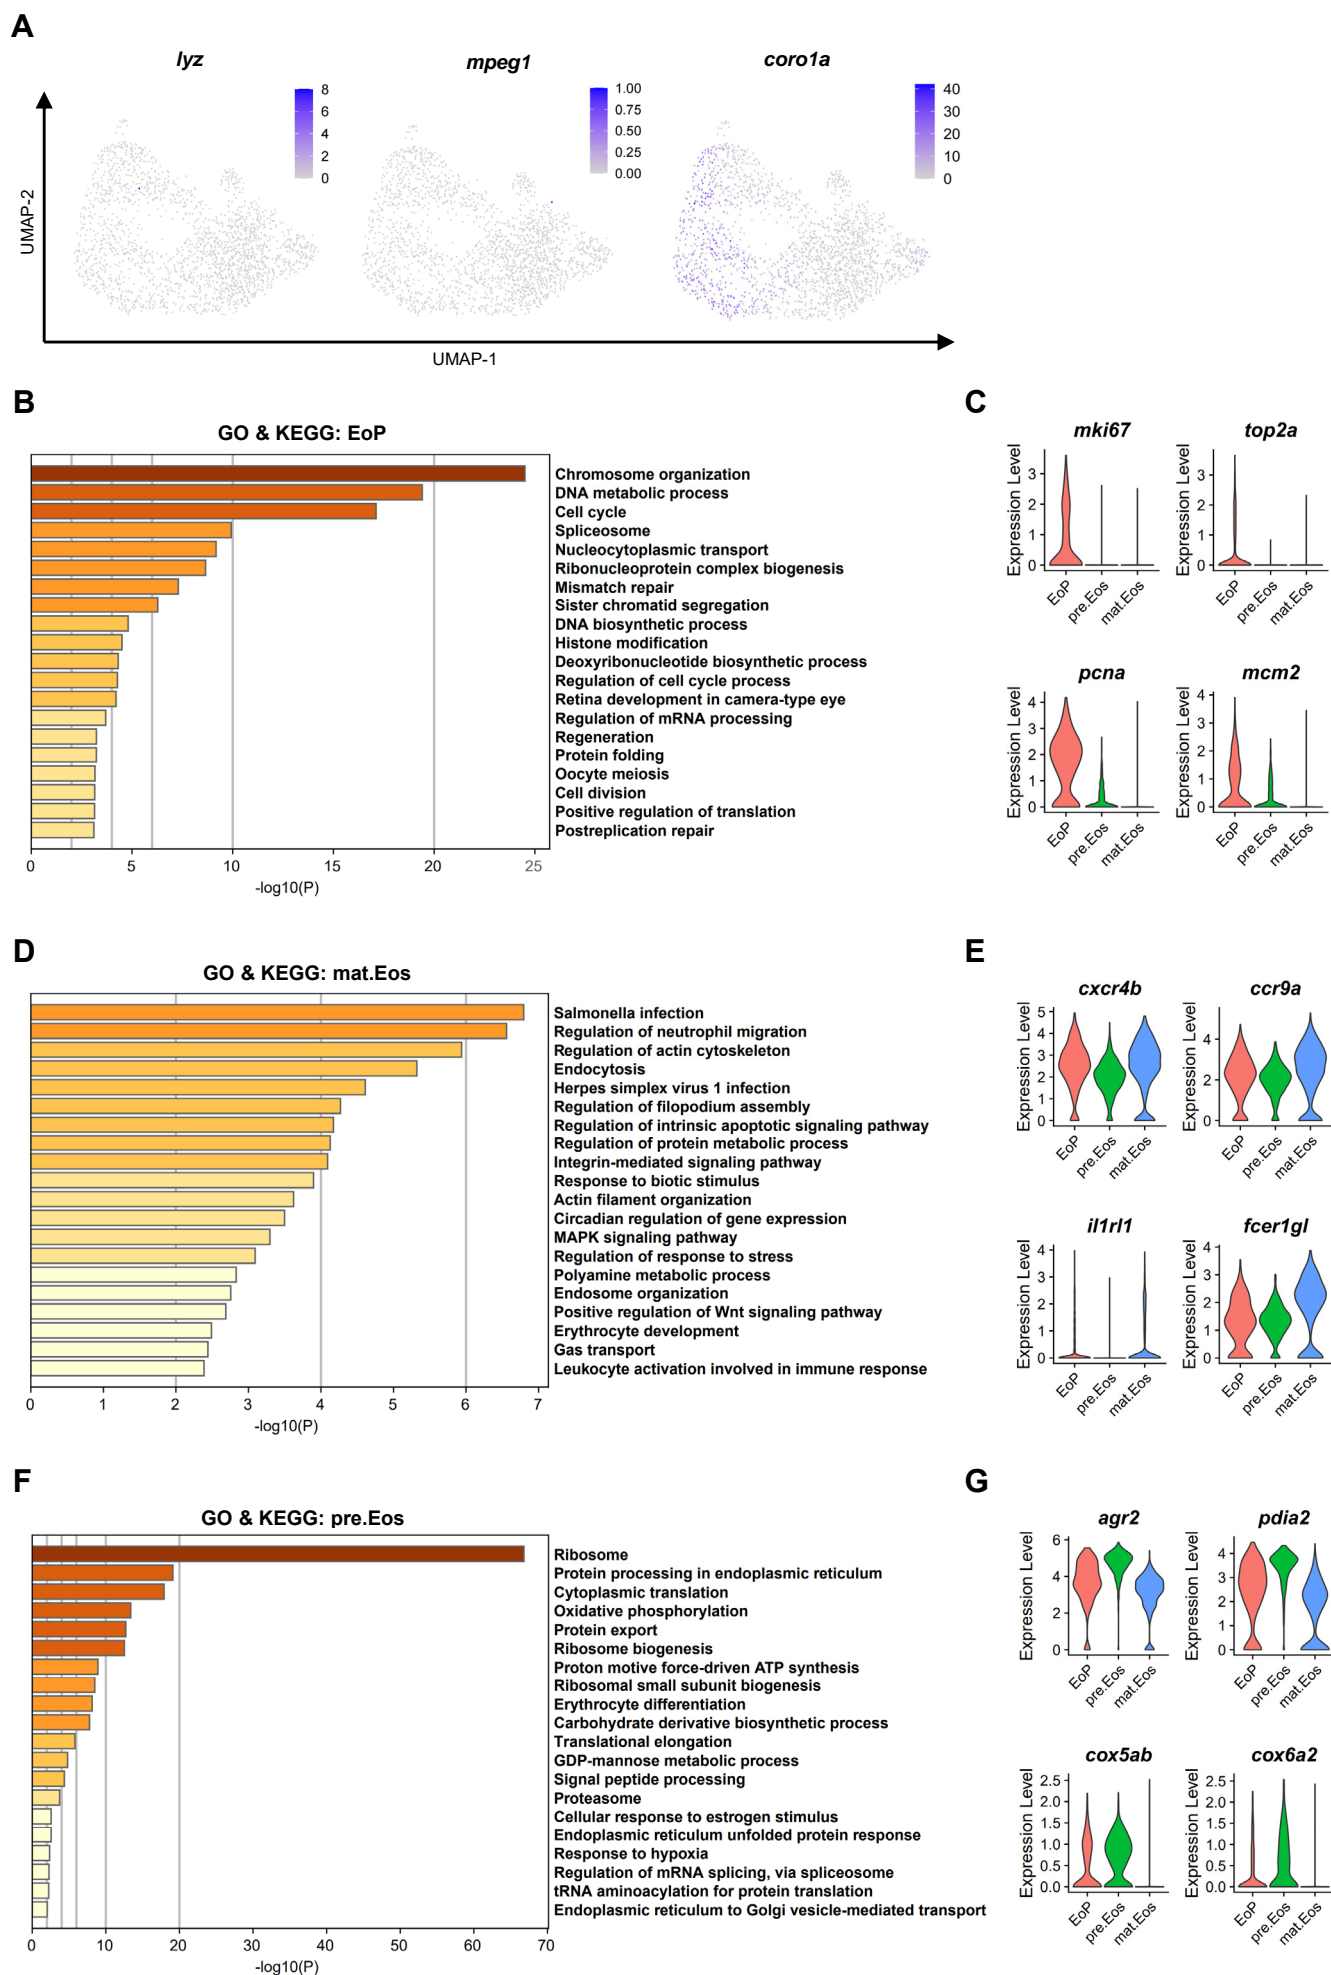

Figure S3. The features of EoP, pre.Eos, and mat.Eos. (A) The expression pattern of *lyz*, *mpeg1*, and *coro1a* in eosinophils. (B) The GO/KEGG annotations of EoP marker genes. (C) Violin plots showing the expression patterns of featured EoP marker genes. (D) The GO/KEGG annotations of mat.Eos marker genes. (E) Violin plots showing the expression patterns of featured mat.Eos marker genes. (F) The GO/KEGG annotations of pre.Eos marker genes. (G) Violin plots showing the expression patterns of featured pre.Eos marker genes.

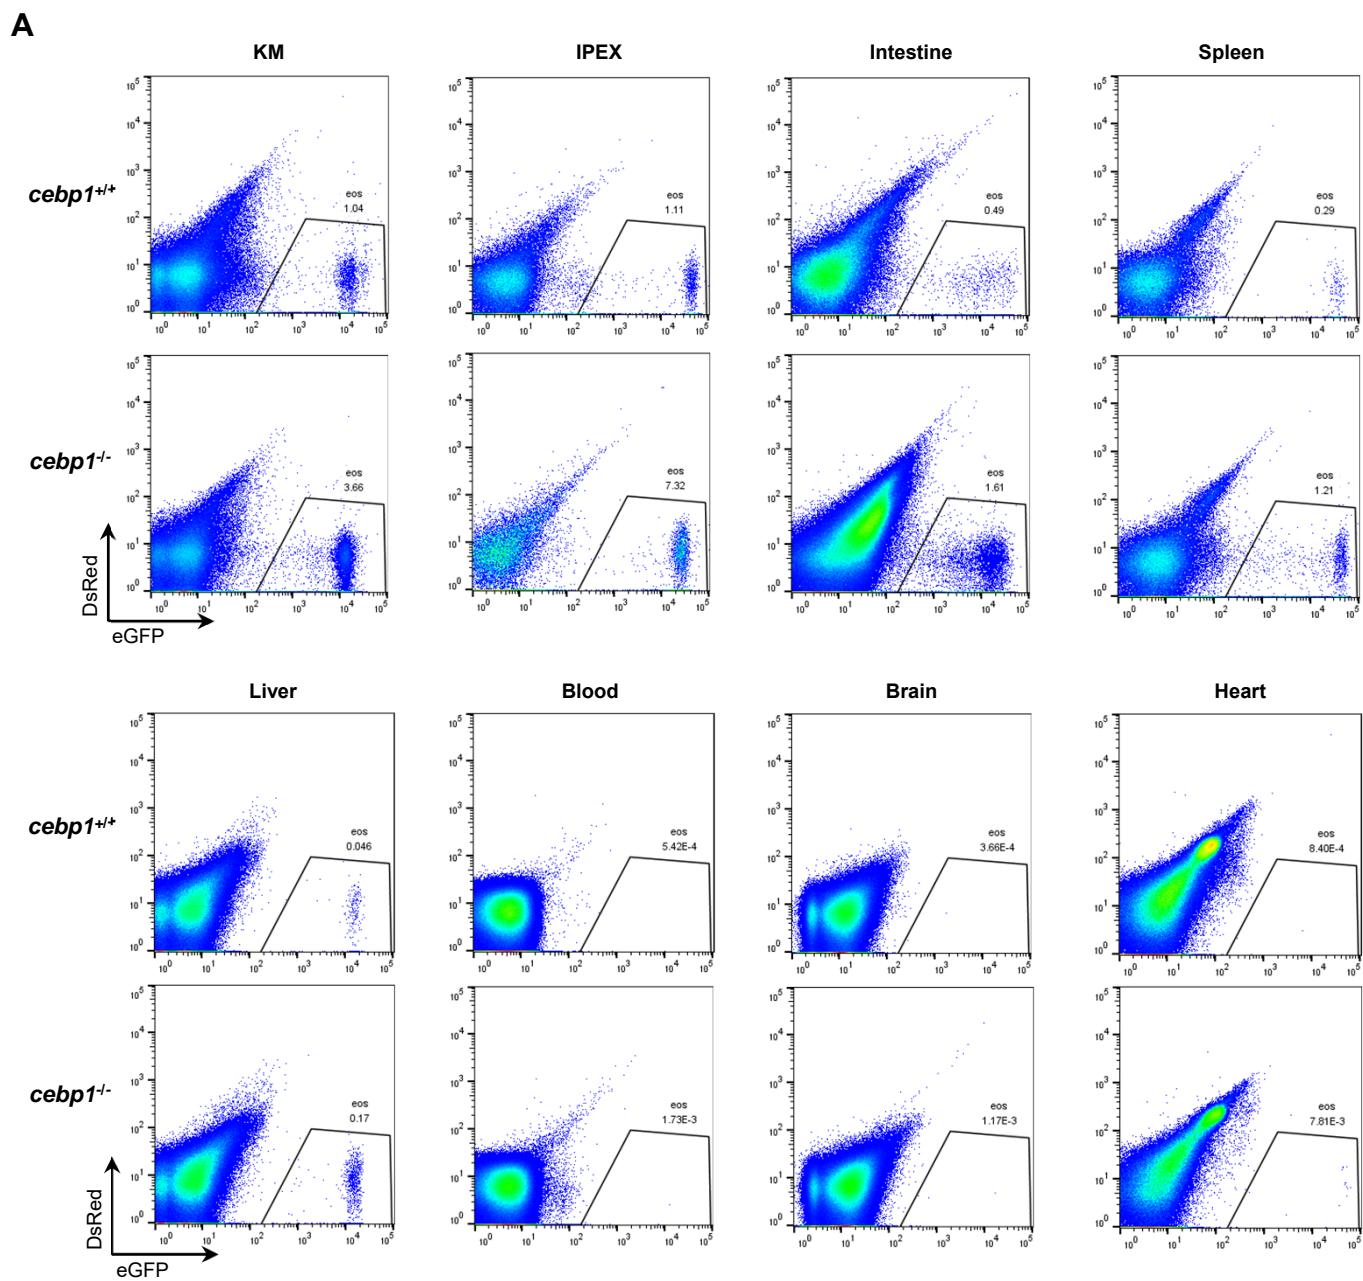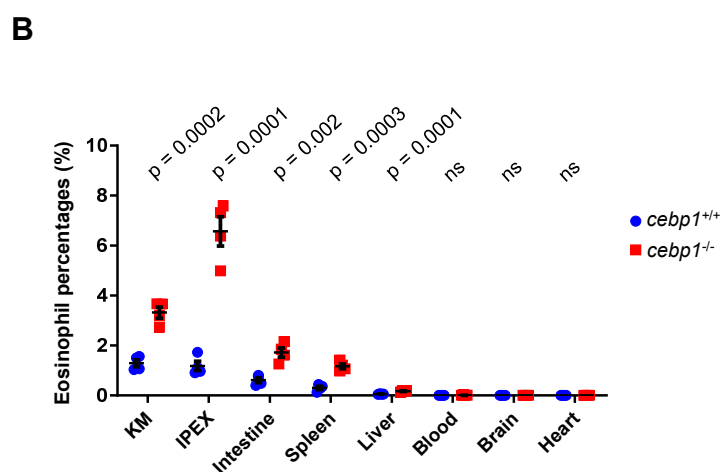

Figure S4. Eosinophil distributions in *cebp1* mutants. (A). The eosinophil percentages in different tissues of *cebp1*^{+/+} and *cebp1*^{-/-} *Tg(eslec:eGFP)* zebrafish. Eosinophils were gated on eGFP⁺DsRed⁻ cells to exclude the auto-fluorescent cells. (B) Quantification of (A). (Student's *t*-test, two-sided, mean $\pm$ SEM). Two independent experiments were conducted with *n* = 4 in each group. Source data are provided as a Source Data file.

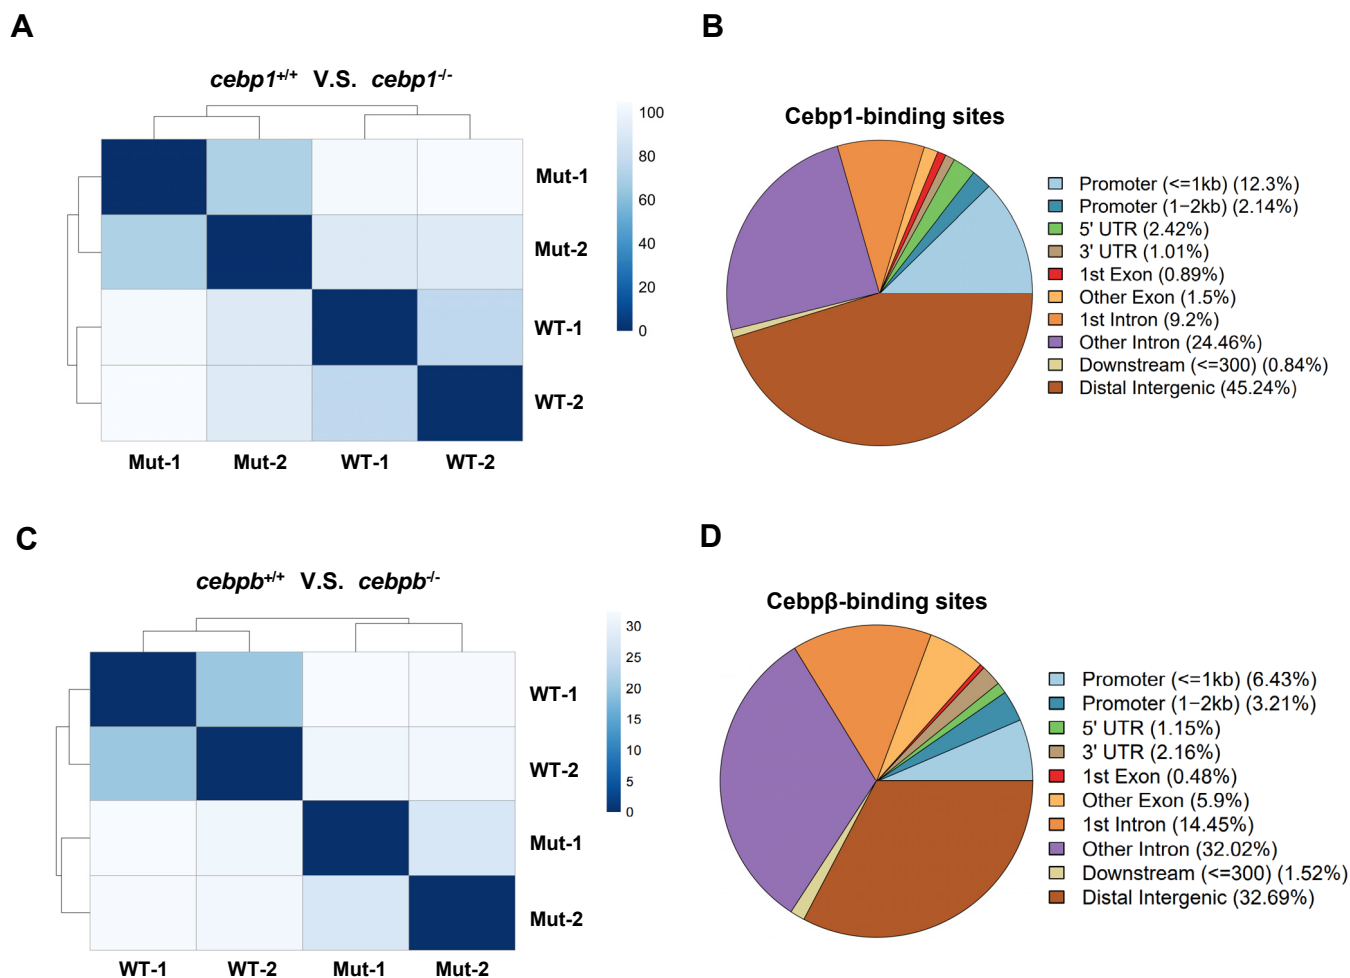

Figure S6. The quality control for sequencing samples. (A) Sample-to-sample heatmap of *cebp1*^{+/+} and *cebp1*^{-/-} eosinophils. The darker color in the heatmap indicates that the samples are more similar. (B) Annotation pie of the locations of Cebp1-binding sites. (C) Sample-to-sample heatmap of *cebpβ*^{+/+} and *cebpβ*^{-/-} eosinophils. The darker color in the heatmap indicates that the samples are more similar. (D) Annotation pie of the locations of Cebpβ-binding sites.

A

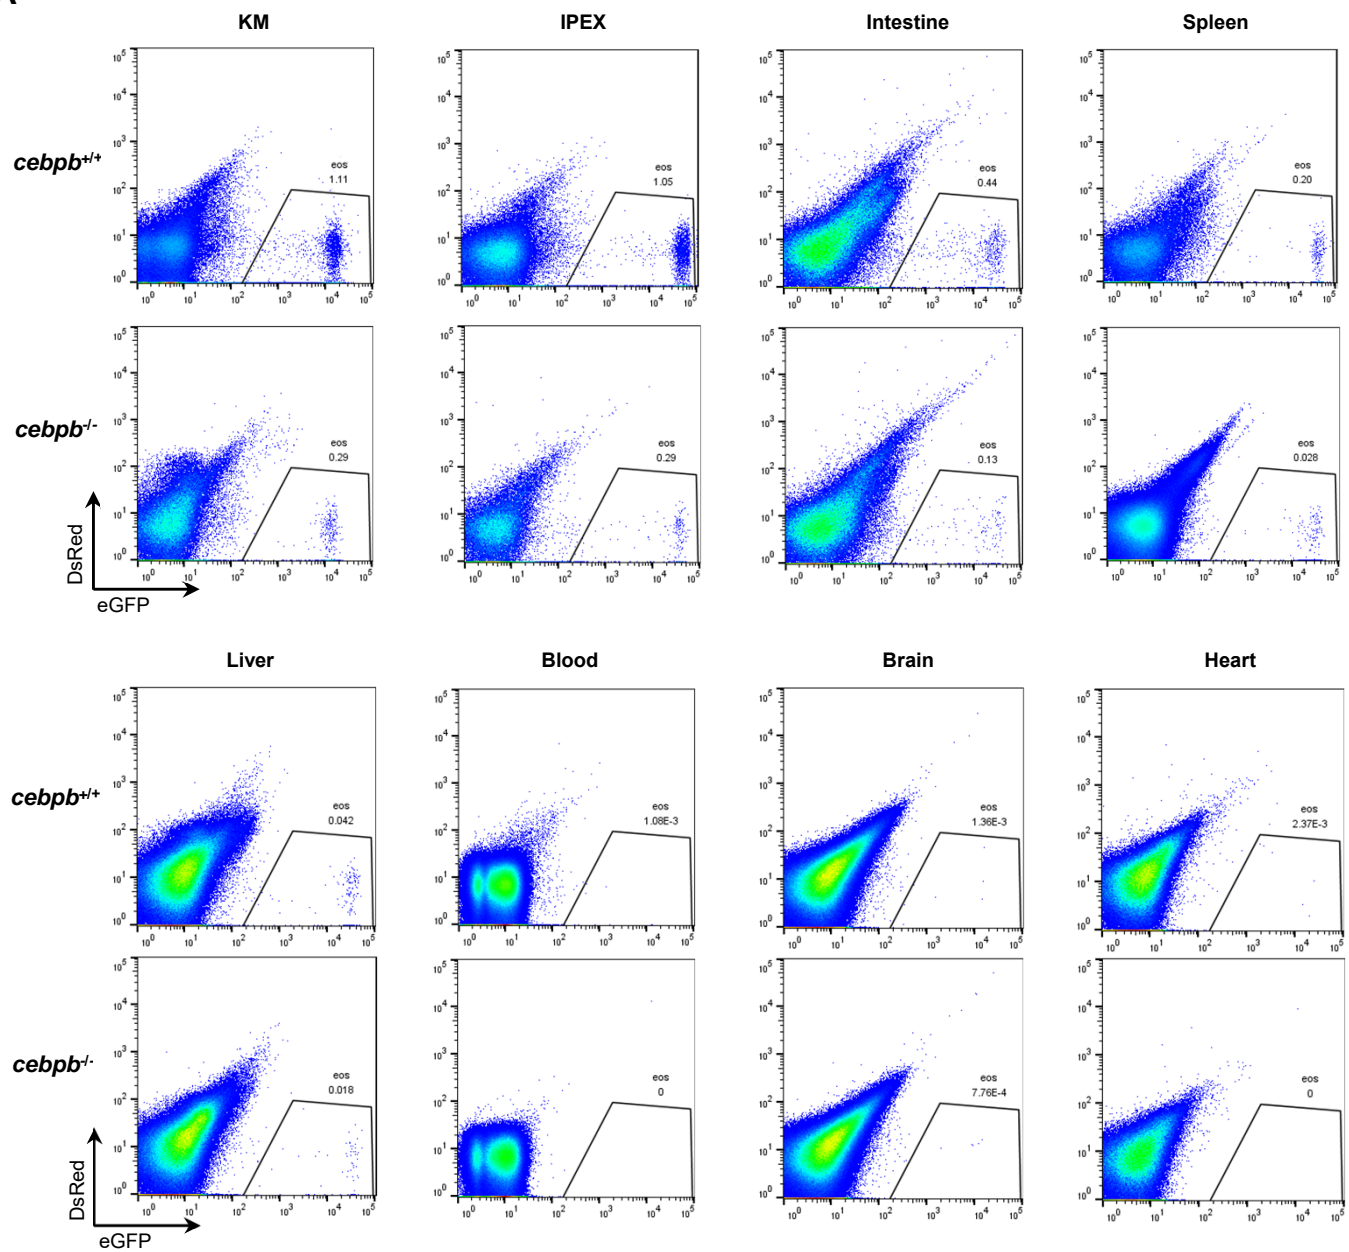

B

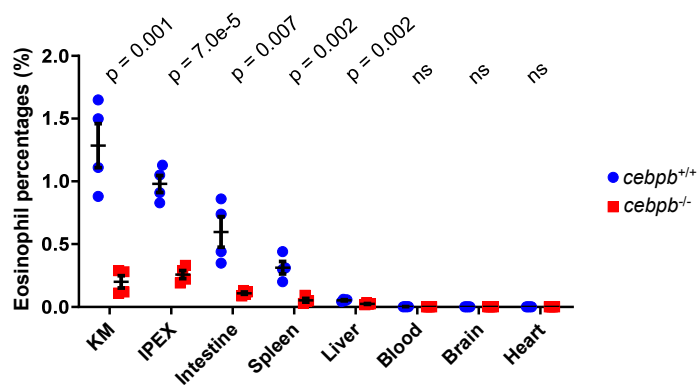

Figure S7. Eosinophil distributions in *cebpb* mutants. (A). The eosinophil percentages in different tissues of *cebpb*^{+/+} and *cebpb*^{-/-} *Tg(eslec:eGFP)* zebrafish. Eosinophils were gated on eGFP⁺DsRed⁻ cells to exclude the auto-fluorescent cells. (B) Quantification of (A). (Student's *t*-test, two-sided, mean $\pm$ SEM). Two independent experiments were conducted with *n* = 4 in each group. Source data are provided as a Source Data file.

A

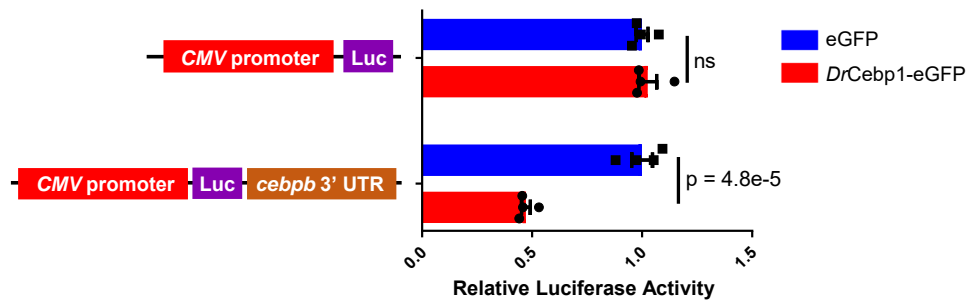

B

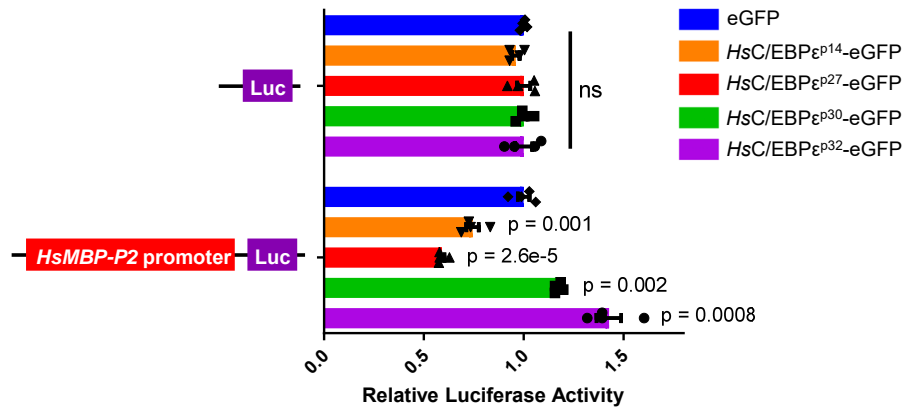

C

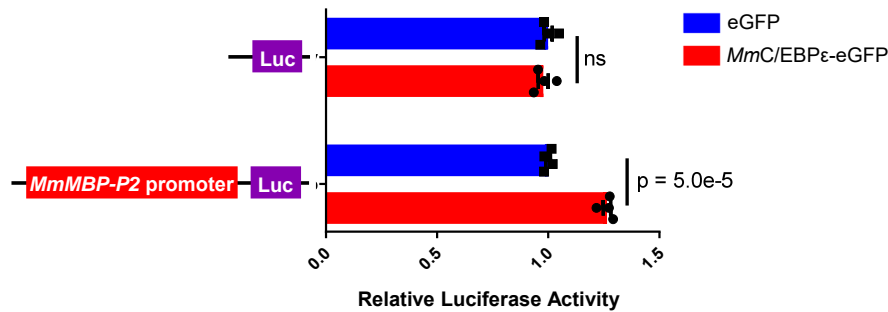

Figure S8. Positive control of the C/EBPε-eGFP fusion proteins. (A) *DrCebp1*-eGFP inhibiting the expression of *cebpb*. Luciferase assay demonstrated that *DrCebp1*-eGFP inhibited the luciferase activities when the 3' UTR of *cebpb* was added after the luciferase gene (Luc). (B) *HsC/EBPε*-eGFP affecting the activity of *HsMBP-P2* promoter. Luciferase assay demonstrated that *HsC/EBPε*^{p14}-eGFP and *HsC/EBPε*^{p27}-eGFP inhibited the activity of *HsMBP-P2* promoter, while *HsC/EBPε*^{p30}-eGFP and *HsC/EBPε*^{p32}-eGFP exhibited activator effects. (C) *MmC/EBPε*-eGFP inducing the activity of *MmMBP-P2* promoter. Luciferase assay demonstrated that *MmC/EBPε*-eGFP could significantly enhance the expression of Luc when *MmMBP-P2* promoter was used to trigger Luc expression. All groups were only compared with the eGFP control group of each assay (Student's t-test, two-sided, mean ± SEM, ns represents no significance). Three independent experiments were conducted with n = 4 in each group. Source data are provided as a Source Data file.

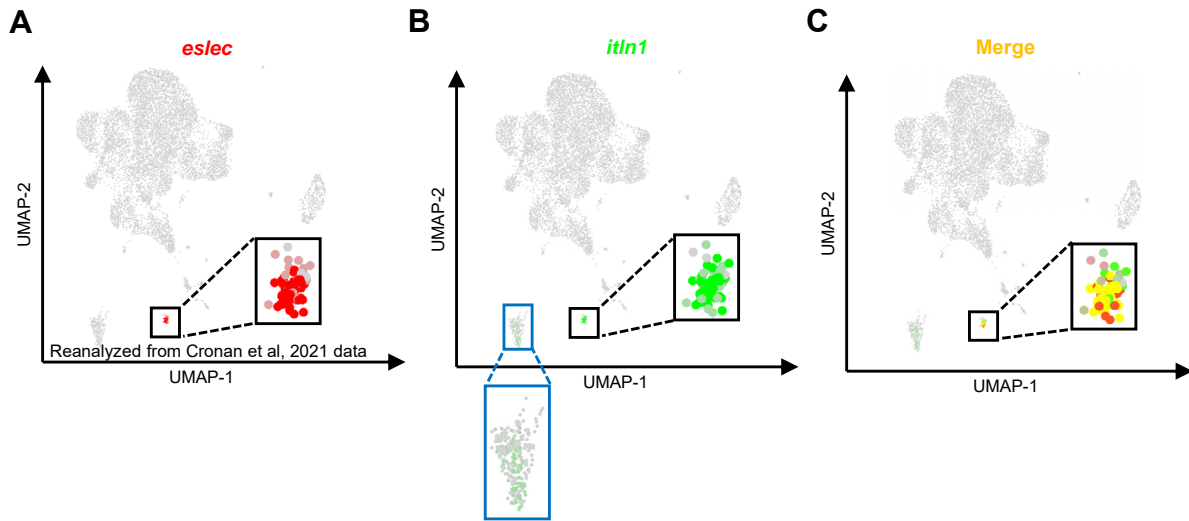

Figure S9. *In silico* verification of *eslec* as an eosinophil marker. Expression of *eslec* (red) and *itln1* (green) in granuloma cells (reanalyzed from Cronan et al, 2021). The black boxes showed the larger views of the predicted eosinophils and the blue box showed the larger view of the predicted neutrophils.

Supplementary information: proportions of cell types in scRNA-Seq data

1. scRNA-Seq of eGFP+ cells from *Tg(eslec:eGFP)* KM

Clusters	Percentages (%)
EoP	21.51
pre.Eos	23.61
mat.Eos	54.88

2. scRNA-Seq of whole KM cells from WT, *cebp1*^{-/-} and *cebpb*^{-/-} fish.

Percentages (%)	WT	<i>cebp1</i> ^{-/-}	<i>cebpb</i> ^{-/-}
Eosinophils	1.14	2.93	0.32
HSPCs	8.00	11.52	8.18
Erythrocytes	33.92	31.13	31.09
Erythroid progenitors	4.64	6.61	3.78
Neutrophils	17.25	0.96	11.15
Macrophages	5.92	7.45	11.16
Myeloid progenitors	2.07	3.42	1.71
T lymphocytes	10.18	5.78	9.08
B lymphocytes	7.81	8.32	9.38
Thrombocytes	0.88	1.14	0.53
Endothelial cells	5.88	5.84	9.91
Kidney cells	0.53	0.86	1.98
Atypical cell	0.26	12.32	0.72
Unknown cells	1.10	0.95	0.65
Unknown immune cells	0.43	0.78	0.37

Supplementary information: gating strategies in flow cytometry

1. Gating strategy of eGFP+ cells from *Tg(es/lec:eGFP)* zebrafish

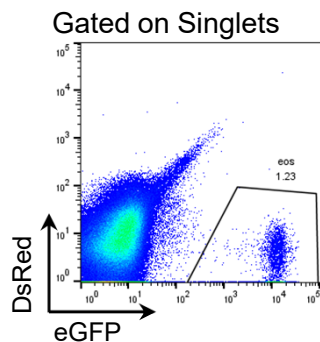

2. Gating strategy of mouse bone marrow cells

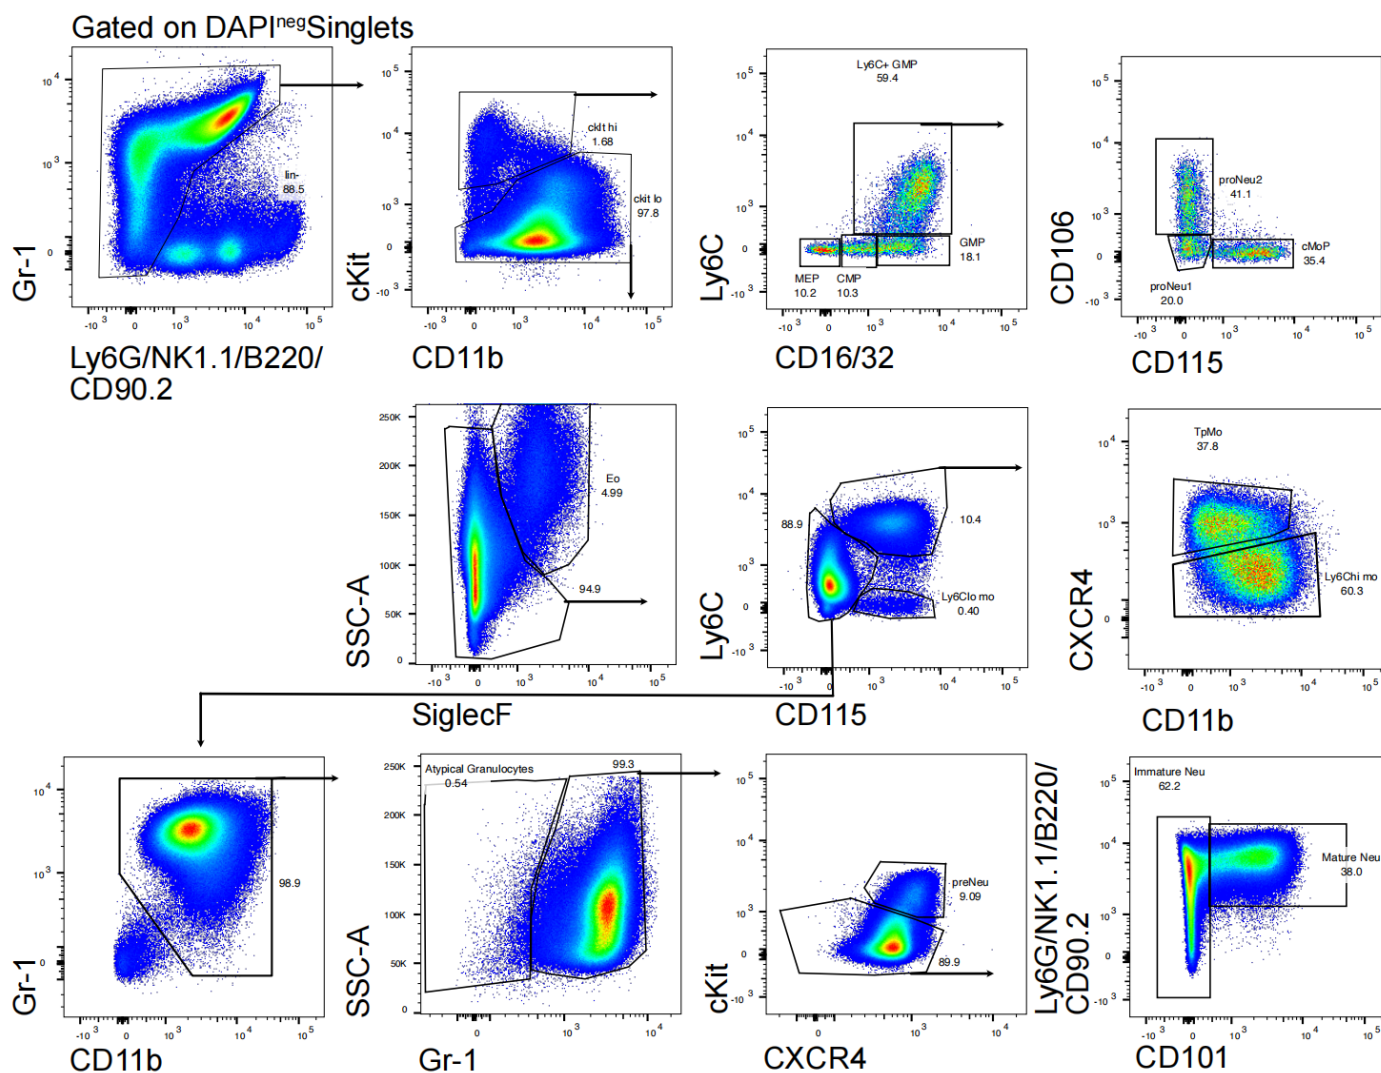

**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary material for: Cebp1 and Cebpβ transcriptional axis controls eosinophilopoiesis in zebrafish
**Source:** Nat Commun. 2024 Jan 27;15:811. doi: 10.1038/s41467-024-45029-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **The marker genes of each eosinophil lineage cell cluster.** The eosinophils (eGFP⁺) were sorted from adult *Tg(eslec:eGFP)* kidney marrow cells and applied to single-cell RNA-Seq. The highly expressed genes of each cluster (EoP, pre.Eos, and mat.Eos) were shown, along with their p values, fold changes, and the percentages of cells in which they were expressed. The analysis is one-sided.

File Name: Supplementary Data 2

Description: **The gene expression profiles in *cebp1*^{-/-} eosinophils compared with *cebp1*^{+/+} eosinophils.** The eosinophils (eGFP⁺) were respectively sorted from *cebp1*^{+/+} or *cebp1*^{-/-} *Tg(eslec:eGFP)* larvae and applied to bulk RNA-Seq. The mean expression level, fold change, and p values were shown for each gene. The analysis is two-sided.

File Name: Supplementary Data 3

Description: **The peak profiles of Cebp1 binding to genomic DNA.** The whole larvae of *Tg(hsp70:cebp1-eGFP)* were applied to ChIP-Seq assay, and the input samples served as controls. The peaks were filtered by q value (< 0.05) and distance to the transcription start site (< 2kb). The location, width, signal value, q value, annotation, and distance to the transcription start site were shown for each peak.

File Name: Supplementary Data 4

Description: **The gene expression profiles in *cebpb*^{-/-} eosinophils compared with *cebpb*^{+/+} eosinophils.** The eosinophils (eGFP⁺) were respectively sorted from *cebpb*^{+/+} or *cebpb*^{-/-} *Tg(eslec:eGFP)* larvae and applied to bulk RNA-Seq. The mean expression levels, fold changes, and p values were shown for each gene. The analysis is two-sided.

File Name: Supplementary Data 5

Description: **The peak profiles of Cebpb binding to genomic DNA.** The whole larvae of *Tg(hsp70:cebpb-eGFP)* were applied to ChIP-Seq assay, and the input samples served as controls. The peaks were filtered by q value (< 0.05) and distance to the transcription start site (< 2kb). The location, width, signal value, q value, annotation, and distance to the transcription start site were shown for each peak.

File Name: Supplementary Data 6

Description: **The marker genes and differentially expressed genes of each cell type.** The whole kidney cells of adult WT, *cebp1*^{-/-}, and *cebpb*^{-/-} fish were applied to single-cell RNA-Seq. Sheet 1: The abbreviations for cell types. Sheet 2: The marker genes of each cell type were shown. The analysis is one-sided. Sheet 3: The differentially expressed genes of each cell type between WT and *cebp1* mutants were shown. The analysis is two-sided. Sheet 4: The differentially expressed genes of each cell type between WT and *cebpb* mutants were shown. The p values, fold changes, and the percentages of cells in which they were expressed were shown for each gene. The analysis is two-sided.

File Name: Supplementary Data 7

Description: **The marker genes and differentially expressed genes of each subcluster of the eosinophil lineage.** The whole kidney cells of adult WT, *cebpl*^{-/-}, and *cebpb*^{-/-} fish were applied to single-cell RNA-Seq, and the eosinophils were subsequently subclustered into Eb-P, EoP, pre.Eos, and mat.Eos. Sheet 1: The marker genes of each subcluster were shown. The analysis is one-sided. Sheet 2: The differentially expressed genes of each subcluster between WT and *cebpl* mutants were shown. The analysis is two-sided. Sheet 3: The differentially expressed genes of each subcluster (except for Eb-P since *cebpb* mutants had no Eb-P) between WT and *cebpb* mutants were shown. The p values, fold changes, and the percentages of cells in which they were expressed were shown for each gene. The analysis is two-sided.

# Supplementary material for: Cebp1 and Cebpβ transcriptional axis controls eosinophilopoiesis in zebrafish
**Source:** Nat Commun. 2024 Jan 27;15:811. doi: 10.1038/s41467-024-45029-0
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Imaging: ZEISS LSM 800 (confocal imaging) and ZEISS AXIO Zoom.V16 (WISH imaging).<br>Sequencing data: Illumina NovaSeq 6000.<br>Luciferase data: BioTek Synergy HTX.<br>Flow cytometry data: Beckman Coulter.
Data analysis	ScRNA-Seq analysis: CellRanger (6.0.1), Seurat (3.2.3), Monocle (0.2.3.0), and velocyto.R (0.6).<br>Bulk RNA-Seq: STAR (2.7.10b), featureCounts (Rsubread, 2.0.1), and DESeq2 (1.26.0).<br>ChIP-Seq: BWA-MEM (0.7.17), Samtools (1.15.1), MACS2 (2.2.7.1), ChIPseeker (1.22.1), and deepTools (3.5.1).<br>Statistical analysis: GraphPad Prism (8.0.2).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Our sequencing data were all uploaded to the GEO Repository (GSE198314, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198314>). The zebrafish genome version used in the present study is GRCz11.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No methods was used to predetermine the sample sizes. The sample sizes were chosen based on previous reports (10.3324/haematol.2018.194316; 10.1182/blood-2015-12-686147; 10.1182/blood-2011-03-342501) and were clearly indicated in the figure legends.
Data exclusions	No data was excluded.
Replication	All experiments were repeated for 2-3 times, which were clearly indicated in the figure legends.
Randomization	The allocations of zebrafish and mice were random.
Blinding	In WISH assays, we are blinded to the genotypes of larvae when counting the eosinophil number of each fish. Heterozygous adult fish were intercrossed to generate wild type and mutant larvae, which were firstly applied to WISH as a pool to detect their eosinophil population. Afterwards, the larvae were genotyped and the relevant data were grouped. For other experiments, blinding was not needed because the results were quantitative and did not require subjective judgement.

Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	
Research sample	
Sampling strategy	

Data collection	____
Timing	____
Data exclusions	____
Non-participation	____
Randomization	____

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	____
Research sample	____
Sampling strategy	____
Data collection	____
Timing and spatial scale	____
Data exclusions	____
Reproducibility	____
Randomization	____
Blinding	____

Did the study involve field work? ☐ Yes ☐ No

Field work, collection and transport

Field conditions	____
Location	____
Access & import/export	____
Disturbance	____

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The following antibodies were used: GFP (Abcam, ab6658, 1:200), CD34 (RAM34, ThermoFisher, 13-0341-81, 1:100), CD11b (M1/70, ThermoFisher, 63-0112-80, 1:400), CD16/32 (2.4G2, BD Horizon, 565502, 1:400), CD115 (AFS598, Biolegend, 135510, 1:400), cKit (2B8, ThermoFisher, 62-1171-82, 1:400), CD101 (BB27, Biolegend, 331007, 1:400), CXCR4 (2B11, ThermoFisher, 13-9991-82, 1:400), Gr1 (RB6-8C5, ThermoFisher, 45-5931-80, 1:800), Ly6C (HK1.4, Biolegend, 128026, 1:400), SiglecF (E50-2440, BD Biosciences, 562757, 1:400), CD106 (429, Biolegend, 105716, 1:400), Ly6G (1A8, Biolegend, 127618, 1:200), CD90.2 (53-2.1, Biolegend, 140314, 1:400), B220 (RA3-6B2, ThermoFisher, 13-0452-82, 1:400), and NK1.1 (PK136, ThermoFisher, 13-5941-81, 1:400).
Validation	The anti-GFP antibody was used for ChIP-Seq, which was validated in our previous publication (Mei wu et al., Front Cell Dev Bio, 2021), and all other antibodies were used for the flow cytometry of mouse bone marrow cells, which was as reported before (Immanuel Kwok et al., Immunity, 2020).

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	The only cell line used in our study is the HEK-293T cell line, obtained from ATCC.
Authentication	The HEK-293T cell line was obtained from ATCC and authenticated by China Center for Type Culture Collection (CCTCC) through STR profiling.
Mycoplasma contamination	No evidence of mycoplasma contamination was observed using mycoplasma detection kit (Vazyme, China).
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified line was used in the study.

Palaeontology and Archaeology

Specimen provenance	
Specimen deposition	
Dating methods	
☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.	
Ethics oversight	

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	The zebrafish used in this study were all based on AB strain. The zebrafish lines used were: wild type, Tg(gata2a:eGFP), Tg(cdh17:DsRed), Tg(lyz:DsRed), Tg(mpeg1:loxP-DsRed-loxP-eGFP), Tg(coro1a:loxP-DsRed-loxP-eGFP), cebp1smu1 mutant, cebpbszy7 mutant, and our generated Tg(hsp70:cebp1-eGFP), Tg(hsp70:cebpb-eGFP), Tg(eslec:eGFP) and Tg(eslec:DsRed) lines. Larval zebrafish of all above fish were used, while adult fish of wild type, cebp1 mutant, cebpb mutant, and Tg(eslec:eGFP) were also used.<br>For mouse, six- to ten-week old Mrp8creCebpfl/fl and Cebpfl/fl mice were used for flow cytometry. The mice were bred and maintained under SPF conditions on a 12h light/12h darkness schedule at 22.5 °C, 52.5% humidity.
Wild animals	This research does not involve wild animals.
Reporting on sex	Sex was considered in some of our study design. Larval and juvenile zebrafish: unable to distinguish the gender. Adult zebrafish and mice: sex not distinguished, except for the quantitative scRNA-Seq analysis of wild type and mutant zebrafish KM cells.
Field-collected samples	This research does not involve field-collected sample.
Ethics oversight	All studies involving zebrafish are reviewed by the Animal Research Advisory Committee of the South China University of Technology. All studies involving mice were performed under the approval of the Institutional Animal Care and Use Committee, in accordance with the guidelines of the Agri-Food and Veterinary Authority and the National Advisory Committee for Laboratory Animal Research of Singapore.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration	____
Study protocol	____
Data collection	____
Outcomes	____

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☐	☐ Public health
☐	☐ National security
☐	☐ Crops and/or livestock
☐	☐ Ecosystems
☐	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☐	☐ Demonstrate how to render a vaccine ineffective
☐	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☐	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☐	☐ Increase transmissibility of a pathogen
☐	☐ Alter the host range of a pathogen
☐	☐ Enable evasion of diagnostic/detection modalities
☐	☐ Enable the weaponization of a biological agent or toxin
☐	☐ Any other potentially harmful combination of experiments and agents

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

The ChIP-Seq data were uploaded to the GEO Repository (GSE198310).

Files in database submission

In our GEO dataset, the raw data and processed data (Bigwig files) for all the 8 samples were uploaded. For the ChIP-Seq assay to reveal Cebp1-binding genes, "cebp1_ChIP_1" and "cebp1_ChIP_2" were samples with GFP antibody precipitation, while "cebp1_input_1" and "cebp1_input_2" served as input controls. For the ChIP-Seq assay to reveal Cebp β -binding genes, "cebp β _ChIP_1" and "cebp β _ChIP_2" were samples with GFP antibody precipitation, while "cebp β _input_1" and "cebp β _input_2" served as input controls.

Genome browser session

(e.g. [UCSC](#))

We used Integrative Genomics Viewer to visualize the peaks from Bigwig files.

Methodology

Replicates

Two replicates were applied for each group. Each replicate was obtained from different individuals (~200 larvae as a pool for each replicate).

Sequencing depth

Pair-end reads were sequenced for each sample with 6 G raw data.

Antibodies

The antibody used in this study is anti-GFP antibody (Abcam goat anti-GFP, ab6658).

Peak calling parameters

Peak calling was performed with macs2 (2.2.7.1) with default parameters (-B -q 0.05).

Data quality

In the Cebp1 ChIP-Seq data, 586 peaks had a q value lower than 0.05, and 96 peaks had a signalValue higher than 5. In the Cebp β ChIP-Seq data, 3,796 peaks had a q value lower than 0.05, and 661 peaks had a signalValue higher than 5.

Software

Mapping was performed using BWA-MEM (0.7.17). Aligned reads were filtered with Samtools (1.15.1) and peak calling was performed with macs2 (2.2.7.1). The peaks were annotated with ChIPseeker (1.22.1). Bigwig files were generated with deepTools (3.5.1).

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Larval and juvenile zebrafish were ground and digested with Dispase. For adult fish, kidney was dissected and pipette-mix into cell suspensions. Intraperitoneal exudate and peripheral blood were collected and directly applied to flow cytometry. For spleen, intestine, brain, liver, and heart, organs were digested with Collagenase IV into cell suspensions.

Instrument

Beckman Coulter

Software

FlowJo

Cell population abundance

For each sample, 1,000,000 total cells were input (except for those don't have enough cells in the whole tissue). After gating, eosinophils occupy ~0-8% of the total cells, depending on the genotypes and tissue types.

Gating strategy

All samples were firstly gated by preliminary FSC/SSC gate to exclude cell fragments and cell clumps. Then, since all our samples were collected from Tg(eslec:eGFP) fish, in which eosinophils were labeled with eGFP, we gated the eosinophils on eGFP+DsRed- strategy to exclude autofluorescent cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

Magnetic resonance imaging

Experimental design

Design type

Design specifications

Behavioral performance measures

Acquisition

Imaging type(s)

Field strength

Sequence & imaging parameters

Area of acquisition

Diffusion MRI

☐ Used

☐ Not used

Preprocessing

Preprocessing software

Normalization

Normalization template

Noise and artifact removal

Volume censoring

Statistical modeling & inference

Model type and settings

Effect(s) tested

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

Models & analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

How the deposited data were processed for this re-analysis (not part of the article)

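The values behind the added passages are messenger RNA levels in 8 libraries, each made by a modified Smart-seq2 protocol from about 500 *eslec*:eGFP-positive cells sorted from 7 dpf larvae: 2 each of *cebp1*+/+, *cebp1*-/-, *cebpb*+/+ and *cebpb*-/-, every replicate a different pool of individuals. The authors sequenced the libraries, aligned the reads to GRCz11 with STAR, counted them per gene with featureCounts and deposited TPM, which divide the reads of a gene by its length and have the same sum in every library, mitochondrial genes included. The gene lengths and the annotation behind the TPM are not stated. The authors' own test, DESeq2, ran on read counts. There are 2 tables, 1 per mutation with its own wild type, and all 8 columns were used. The tables were normalized separately, so levels were tested only within a table. TPM keep no record of depth, so the number of reads behind a value is unknown and no counting error can be given. A gene listed at 0 is reported only as listed at 0. *Eslec* appears in the tables under its clone name *si:dkeyp-75b4.10*.

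Within each table TPM were scaled between libraries by the median of ratios to the geometric mean, over genes above 0 in every library with a mean of at least 1 TPM. The factors were 1.64 and 1.33 for *cebp1*+/+, 0.658 and 0.750 for *cebp1*-/-, 0.845 and 0.907 for *cebpb*+/+ and 1.36 and 1.21 for *cebpb*-/-. Genes with a mean of at least 1 scaled TPM over the 4 libraries were tested with limma (version 3.58.1, R 4.3.3) on log2 of scaled TPM plus 1, with a mean-variance trend, genotype as the only term, two-sided, and p adjusted by Benjamini and Hochberg over all genes tested. A gene was called at an adjusted p under 0.05, and calls beyond 0.7 on the log2 scale were counted as well. The paper's further threshold on mean normalized counts cannot be applied to TPM. The spread left within genotypes was 0.450 (median residual SD, log2) in the *cebp1* table and 0.864 in the *cebpb* table, and the log2 values of replicates correlated across genes at 0.749 (*cebp1*+/+), 0.859 (*cebp1*-/-), 0.830 (*cebpb*+/+) and 0.710 (*cebpb*-/-). A fit of all 8 libraries with 4 groups tested whether the effects of the mutations differ. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

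The test, with the scaling, was run on simulated data with the spread of each table and 200 changed genes. In the *cebp1* table it recovered 12 of 67 genes changed by log2 1, 62 of 67 changed by 2 and 66 of 66 changed by 4, with 19 false calls among 25203 genes. In the *cebpb* table it recovered 2 of 67, 24 of 67 and 62 of 66, with 3 false calls among 11478 genes. The changed genes were all drawn from highly expressed genes, so these rates do not cover genes of lower expression. No low-level background differing between genotypes was simulated. The simulation therefore cannot show whether the scaling suits these libraries.

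In all 34 gene lists were fixed before the data were examined, as were the tests and 20 alternative settings: 10 lists of pathways and gene classes, 19 of cell types and tissues, and 5 from supplementary tables that do not rest on these libraries (markers of EoP, pre.Eos, mat.Eos and Eb-P, and Cebp1-bound genes). The Eb-P markers rest on single-cell data of both mutants as well as wild type. Lists with at least 5 tested genes were tested with limma's camera at a preset inter-gene correlation of 0.01, again with the correlation estimated from the data, and with fry, adjusted over the lists of that comparison. With an estimated correlation camera has only the 2 residual degrees of freedom of the fit, and at the preset value many more. Losing a call between them therefore does not show that correlation removes it. Camera compares a list with the other genes, and fry asks whether the genes of a list move, on balance, one way. The list of mitochondrially encoded genes has 2 members in the tables and was not tested. Bound genes are those of Supplementary Data 3 with a signal above 2 (586 peaks, 568 genes, 543 of them bound, 469 of those in the expression table), compared with the genes that rose by a two-sided Fisher exact test over the tested genes. Beyond that threshold, peak signals are the authors' and serve only to rank genes, within a list or over the peak table.

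Genes named in the text were chosen by a rule: those the paper names for these libraries or for the lineage; per comparison the 8 called genes in each direction with the largest log2 fold change, a mean of at least 20 scaled TPM and no overlap between genotypes, or the 8 with the smallest p where none is called; and up to 4 genes with the smallest p of each list. The supplementary values of *tpt1*, *eslec*, *pdia2*, *itln1* and the mitochondrial genes, and the colours of the heatmaps, were seen before that rule was written. Direction changes of values that were not called are not counted as reversals.

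The alternatives were pseudocounts of 0.1 and 5, no filter and a filter of 10 scaled TPM, TPM as deposited, TPM without mitochondrially encoded genes, no mean-variance trend, 1 spread from all 8 libraries, the replicate number as a block, an estimated inter-gene correlation, a peak signal above 3, no fold threshold, and each library left out in turn. A further 3 were added after seeing the data: scaling on genes with a mean of at least 50 TPM, subtraction of the median TPM of 10 tissue lists from each library, and genes over 50 scaled TPM as the background of the overlap. The Cebpβ peak table and the authors' tables of fold changes were used only in the parts at hand. The single-cell data and the raw reads were not analysed here, and some single-gene results are not reported here.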

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

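The comparison of the effects of the mutations was planned, and the choice of genes called under both scalings was made after the results were seen.

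The mutations moved several eosinophil genes apart. Between the change in *cebp1*-/- and the change in *cebpb*-/- eosinophils, the log2 difference was 5.07 for *cxcr4b* (adjusted p = 0.00178), 3.66 for *cebpb* (adjusted p = 0.00223), 3.63 for *eslec* (SE 0.39, adjusted p = 0.00223), 3.41 for *pdia2* (adjusted p = 0.00223), 3.05 for *itln1* (adjusted p = 0.00234) and 2.90 for *rps3* (adjusted p = 0.00178), each up in both *cebp1*-/- libraries and down in both *cebpb*-/- libraries. They were picked from genes the paper names, as those with changes of opposite sign and a difference that passes under both scalings. Their opposite directions thus follow from the choice. The paper also named *cebpb*, *eslec* and *rps3* for their change in these same libraries, and *cebpb* is the gene mutated in *cebpb*-/-. Limma tested the difference itself over 11360 genes, of which 692 had a higher and 84 a lower change in *cebp1*-/- (2581 at an unadjusted p under 0.05). In TPM as deposited these counts are 106 and 407, and the differences are 3.46 for *cxcr4b* (adjusted p = 0.0116), 2.04 for *cebpb* (adjusted p = 0.0328) and 2.01 for *eslec* (adjusted p = 0.0148). Without *cebp1*-/- replicate 1 the total of 776 drops to 231, without *cebpb*-/- replicate 1 it is 1694.

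In *cebp1*-/- eosinophils 7 genes that the paper does not discuss, with a mean of at least 50 scaled TPM and microRNA genes aside, are called higher both after scaling and in TPM as deposited. They are *LOC795545* (log2 5.02), *si:ch1073-429i10.1* (4.16), *timp4.1* (3.47), *nfe2* (3.21), *spi1b* (3.00), *timp4.2* (2.90) and *si:zfos-2330d3.8* (2.12), and as deposited their log2 fold changes run from 1.05 (*si:zfos-2330d3.8*, adjusted p = 0.0408) to 4.03 (*LOC795545*, adjusted p = 0.0259). In *cebpb*-/- eosinophils none of the 7 passes, with values of -0.69 (*si:zfos-2330d3.8*) to -5.24 (*si:ch1073-429i10.1*). With any of the 4 *cebp1* libraries left out limma calls no gene at all, these 7 included, while their log2 fold changes stay within 10.9% of the values above (1.98 to 2.30 for *si:zfos-2330d3.8*, 4.71 to 5.44 for *LOC795545*).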

How the results depend on the processing

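Scaling on genes of at least 50 TPM, background subtraction and the background of over 50 scaled TPM were chosen after seeing the data, the other settings before. Of the results on single genes and lists, 1853 values kept their side of the threshold, 340 lost their call, 87 gained one and 11 reversed. Direction was compared only where the main or the other setting gave a call. Uncalled values among the 1853 may therefore have changed sign. Depth is unknown, so what it limits could not be measured. Unless the setting itself shows it (fewer genes or libraries, another scale), the cause was not tested. With a library left out, the lone sample of its genotype is assumed to vary like the other genotype.

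For *cebp1*-/- the counts were 323 higher and 32 lower. They were 194 and 18 with a pseudocount of 0.1 and 309 and 24 with a pseudocount of 5 (296 and 22 of them the same genes). They were 1126 and 57 with a filter of 10 scaled TPM (308 and 12 the same), 16 and 29 as deposited (16 and 21 the same), 19 and 29 without mitochondrially encoded genes, 242 and 121 with a spread from all 8 libraries (180 and 24 the same), 11 and 29 with scaling on genes of at least 50 TPM, and 0 and 0 with no filter, with no trend, with background subtracted and with any library left out. For *cebpb*-/- the counts were 0 and 0, also as deposited, and 4 and 6 with a pseudocount of 5, 3 and 8 with a filter of 10, and 256 and 422 with a spread from all 8 libraries. The fold threshold of 0.7 changes none of these.

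Replicate numbers do not pair the samples by the study's account, and the deviations of same-numbered libraries correlate at 0.00811 (*cebp1*) and -0.0188 (*cebpb*). With the replicate block the counts are 338 and 49 in *cebp1*-/- and 12 and 17 in *cebpb*-/-, and *eslec* in *cebpb*-/- passes (-1.79, adjusted p = 0.0286). In that fit 6 genes rise in *cebp1*-/- and fall in *cebpb*-/-, and 414 genes differ between the mutations (380 higher, 34 lower).

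The distance ratio of the *cebp1* table, 1.17, is 1.28 with a pseudocount of 5, 1.38 with a filter of 10, 1.44 as deposited, 1.4 without mitochondrially encoded genes, 1.48 with scaling on genes of at least 50 TPM and 1.08 (without *cebp1*-/- replicate 1) to 1.24 with a library left out. That of the *cebpb* table, 1.14, is 1.00 to 1.36 (without *cebpb*-/- replicate 1) with a library left out. In that table the *cebpb*-/- libraries lie 205.6 apart. This is farther than *cebpb*-/- replicate 1 lies from the *cebpb*+/+ libraries (201.8 and 201.9). *Cebpb* in *cebp1*-/-, 1.58, passes no longer with no filter (1.58, adjusted p = 0.0626), as deposited (0.51), without mitochondrially encoded genes (0.57, adjusted p = 0.111), with no trend (1.58, adjusted p = 0.235), with scaling on genes of at least 50 TPM (0.43, adjusted p = 0.146), with background subtracted (0.35, adjusted p = 0.450) and with any library left out (1.48 to 1.74, adjusted p = 0.139 to 0.524). By the same two-sided Fisher exact test the odds ratio of the overlap, 2.90, is 1.02 (p = 1) over genes of more than 50 scaled TPM, 1.21 (p = 0.236) with a filter of 10, 3.68 (1 gene) as deposited, 3.14 (p = 0.284) without mitochondrially encoded genes and 5.52 (p = 0.179) with scaling on genes of at least 50 TPM. It has no value where no gene is called: no filter, no trend, background subtracted or a library left out.

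Of the lists, 14 were higher and 5 lower in *cebp1*-/- and 1 higher and 8 lower in *cebpb*-/-. With an estimated correlation all 4 counts are 0, the ribosomal list in *cebpb*-/- (-1.05) included, and the smallest adjusted p by fry are 0.0613 and 0.0708. Camera with an estimated correlation has few residual degrees of freedom, so these losses do not show that correlation between genes removes the calls. Other counts for *cebp1*-/- are 8 higher with background subtracted, 3 lower without mitochondrially encoded genes or with a spread from all 8 libraries, and 3 (without *cebp1*-/- replicate 1) to 4 lower with a library left out. For *cebpb*-/- they are 5 lower as deposited, without mitochondrially encoded genes and with background subtracted. With a library left out they are 0 (without *cebpb*+/+ replicate 1) to 2 higher and 5 (without *cebpb*+/+ replicate 2) to 9 lower. Reversals of lists are counted by the direction of the camera test, with medians given here in brackets. In *cebp1*-/- it reversed for ribosomal proteins (-0.14) and oxidative phosphorylation (-0.28) with background subtracted, and for skeletal muscle without *cebp1*-/- replicate 1 (-0.33, and 2.62 without replicate 2). For EoP markers it reversed as deposited (-0.83), without mitochondrially encoded genes (-0.78), with scaling on genes of at least 50 TPM (-0.91), with background subtracted (-0.83) and with a filter of 10 (0.27). Other medians turned negative as deposited while the test kept its direction, such as oxidative phosphorylation (-0.45), C/EBP, GATA and Ets factors (-0.40), Cebp1-bound genes (-0.58) and progenitor markers (-0.27). In *cebpb*-/- the mat.Eos test reverses as deposited (median 0.24), without mitochondrially encoded genes (0.25) and with background subtracted (0.24). *Eslec* in *cebpb*-/- (-1.79) also passes with a spread from all 8 libraries.

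The correlation of both mutations' effects, -0.22, is -0.17 with a pseudocount of 0.1, with no filter and with background subtracted, -0.27 with a pseudocount of 5, -0.28 with a filter of 10, -0.19 as deposited and without mitochondrially encoded genes, and -0.23 to -0.16 with a library left out. Genes higher in *cebp1*-/- and lower in *cebpb*-/- are 2 with a pseudocount of 5, 5 with a filter of 10 and 84 with a spread from all 8 libraries. The 776 genes whose change differs (692 higher, 84 lower) are 513 as deposited (106, 407), 489 without mitochondrially encoded genes (115, 374), 94 with no trend (70, 24), 441 with scaling on genes of at least 50 TPM (137, 304), 291 with background subtracted (90, 201) and 231 (without *cebp1*-/- replicate 1) to 1694 (without *cebpb*-/- replicate 1) with a library left out (221 to 1336 higher, 10 to 399 lower).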

Differences from the paper's values

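No test in this part was chosen after the result was seen. The paper counts 1372 genes higher in *cebp1*-/- eosinophils (its value), against 323 here; both take an adjusted p under 0.05 and over 0.7 on the log2 scale, and the paper's threshold on mean counts is not applied here. Of the alternatives set before the data were examined, the filter of 10 scaled TPM gives 1126, within 1.5 times of the paper's value, and the other 12 do not come within it. The paper counts 470 genes lower in *cebpb*-/- eosinophils (its value), against 0 here with limma (924 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, 1 spread from all 8 libraries gives 422, within 1.5 times, and the other 12 do not. That setting borrows from the less variable *cebp1* libraries, so it can understate the error in *cebpb*-/-. The paper counts 58 bound genes among those higher in *cebp1*-/- (its value), against 16 here. The filter of 10 scaled TPM gives 51, within 1.5 times, and the other 14 alternatives set before the data were examined do not.

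The paper gives *rps8a*, *rpl38*, *rps3*, *rps26*, *eif5a*, *rsl24d1* and *eslec* as lower without Cebpβ. All 7 have negative log2 fold changes here, -0.93 (*eif5a*) to -1.79 (*eslec*), and none passes. All pass with 1 spread from all 8 libraries (adjusted p = 0.00737 for *rps3* to 0.0460 for *rpl38*), a setting that can understate their error, *eslec* also with the replicate block. The paper describes differences between groups as far larger than within them for *cebp1*; here each of the 4 distances between genotypes is the larger, with a mean ratio of 1.17. The authors' fold change tables were used here in part. Their log2 fold changes correlate across genes with those here at 0.991 (*cebp1*, 515 genes with mean counts above 50) and 0.887 (*cebpb*, 538 genes). Direction was compared only for genes the authors call higher in *cebp1*-/- (85) and lower in *cebpb*-/- (39). It is the same for all of them, and 20 and 0 of them are called here. Genes the authors call the other way were not compared.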

Other observations

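All 7 tests of explanations in this part were chosen after the results were seen, while the gene lists and the comparison of both mutations were planned.

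Few markers of other blood lineages passed in *cebp1*-/- eosinophils, and their medians follow the scaling. Of 17 eosinophil lineage genes named in the study 6 rose (10 adjusted over the list alone; median log2 fold change 1.36, and 0.33 as deposited; adjusted p = 2.65e-07, adjusted p = 0.316 with an estimated correlation). Of 13 progenitor markers 2 rose, *spi1b* and *cebpa* (3 adjusted over the list alone; 0.67, and -0.27 as deposited; adjusted p = 0.0100, adjusted p = 0.316 with an estimated correlation). *Creg1*, listed as erythroid, rose by log2 2.04 (SE 0.33, adjusted p = 0.0398), 1 of 13 such markers (3 higher and 1 lower adjusted over the list alone). Among 12 neutrophil markers 0 rose and 1 fell (2 and 1 adjusted over the list alone), among 12 thrombocyte markers *nfe2* rose (2 adjusted over the list alone), and none passed of 18 macrophage, 18 T and NK, 6 B cell and 5 mast cell markers (0, 0, 0 and 1 higher adjusted over the list alone). Of 34 immediate-early and heat-shock genes 2 rose (6 adjusted over the list alone), and of 28 interferon and inflammatory genes 0 (1 adjusted over the list alone). These lists gave adjusted p = 0.247 (erythroid), 0.710 (neutrophil), 0.808 (thrombocyte), 0.967 (macrophage), 0.604 (T and NK), 0.583 (B cell), 0.999 (mast cell), 0.338 (immediate-early) and 0.945 (interferon). After scaling and as deposited the medians were 0.16 and -0.81 (neutrophil), 0.21 and -0.54 (macrophage), 0.38 and -0.67 (erythroid), -0.19 and -0.97 (T and NK), -0.13 and -0.97 (B cell), and -0.14 and -0.96 (thrombocyte). *Mt-rnr2* rose by 1.28 (SE 0.21, adjusted p = 0.0398), and by 0.21 in TPM as deposited, where it does not pass (adjusted p = 0.173).

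Markers of solid tissues mostly had negative medians in *cebp1*-/-. *Muc2.1*, a mucin gene of the intestine, rose by log2 1.77 (SE 0.28, adjusted p = 0.0396), while 17 intestinal markers had a median of -0.47 (-1.39 as deposited; adjusted p = 0.0431, adjusted p = 0.342 with an estimated correlation). It was -0.32 for 19 liver markers (-1.16 as deposited; adjusted p = 0.0113, adjusted p = 0.522 with an estimated correlation). For 15 eye markers it was -0.92 (-1.63 as deposited; adjusted p = 0.0402, adjusted p = 0.637 with an estimated correlation). The 19 skeletal muscle markers had a median of 0.99 (0.04 as deposited; adjusted p = 0.0479, adjusted p = 0.686 with an estimated correlation), which is -0.33 without *cebp1*-/- replicate 1. Adjusted over the list alone 1 intestinal marker rose, 1 liver marker fell and no eye or muscle marker passed. *Atp1a3a*, a sodium pump gene of neurons, rose by 2.29 (SE 0.39, adjusted p = 0.0432), 1 of 18 neural markers both over all genes and over the list alone (adjusted p = 0.131 for the list). None of 12 endothelial, 12 pancreatic, 12 kidney and 13 mesenchymal markers passed either way (adjusted p = 0.0793, 0.573, 0.226 and 0.110 for the lists).

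In *cebpb*-/- eosinophils no gene passed over all genes. Lower as lists were oxidative phosphorylation (91 genes, median log2 fold change -0.88, adjusted p = 1.63e-10), translation factors (65 genes, -0.58, adjusted p = 0.000942), eosinophil lineage genes (16 genes, -0.84, adjusted p = 0.0196) and erythroid markers (11 genes, -2.30, adjusted p = 0.00280), each with adjusted p = 0.502 with an estimated correlation. Their medians as deposited were -0.34, -0.12, -0.29 and -1.78, and with that scale 5 instead of 8 lists are lower. Adjusted over the list alone 0, 13, 4 and 2 of them fell and 0, 1, 1 and 0 rose. All 17 erythroid markers together had medians of 0 and 20.6 TPM in *cebpb*+/+ and 0.62 and 0 TPM in *cebpb*-/-. That level stood out only in *cebpb*+/+ replicate 2, so the erythroid result does not show a fall from both *cebpb*+/+ libraries. Not passing as lists were protein processing (42 genes, adjusted p = 0.353), stress-response transcription (24, adjusted p = 0.732), cell cycle (27, adjusted p = 0.355), immediate-early genes (35, adjusted p = 0.334), interferon (21, adjusted p = 0.414), C/EBP, GATA and Ets factors (25, adjusted p = 0.0537) and Cebp1-bound genes (367, adjusted p = 0.355), of which 1, 2, 0, 4, 0, 4 and 0 fell and 0, 2, 0, 6, 0, 1 and 0 rose adjusted over the list alone. *Atf3*, an early stress gene, was at 118 and 186 TPM in *cebpb*+/+ and at 758 and 831 TPM in *cebpb*-/- (1.86, SE 0.31, adjusted p = 0.150). The cell lists with at least 5 tested markers were neutrophil (9, adjusted p = 0.117), macrophage (16, adjusted p = 0.0969, 1 lower over the list alone), T and NK (7, adjusted p = 0.172), thrombocyte (5, adjusted p = 0.838), progenitor (10, adjusted p = 0.633, 2 higher and 2 lower over the list alone), muscle (7, adjusted p = 0.732), intestine (5, adjusted p = 0.172), neural (12, adjusted p = 0.117) and mesenchyme (6, adjusted p = 0.319).

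Across 11360 genes the log2 fold changes of both mutations correlate at r = -0.22 (rho = -0.23), and at -0.39 (rho = -0.34) over the 890 genes above 50 scaled TPM, where genes are not independent replicates. Of the 323 genes that rose in *cebp1*-/-, 268 have a negative and 39 a positive value in *cebpb*-/-, the rest were not tested there, and 0 pass in both. Scaling moves log2 fold changes up by 1.07 in the *cebp1* table and by -0.55 in the *cebpb* table. No share among other genes of like expression and no count in TPM as deposited was taken. The split therefore cannot show opposed effects on these genes in particular.

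Genes higher in *cebp1*-/- far outnumber those lower, and cells of tissues other than epidermis in the *cebp1*+/+ libraries stay open: in each of them 8 of 152 markers stand over 10 times the median gene and above both *cebp1*-/- libraries, from 6 of 9 tissues, *fabp7a* of neural cells (497 and 595 TPM) in both and *rho* of the eye (580.2 TPM) in replicate 2. Keratinocyte transcripts stand out too (9 of 21 markers, or 42.9%, over 10 times the tissue marker median in *cebp1*+/+ replicate 2 and 3, or 14.3%, in replicate 1). Keratinocytes alone are argued against as the cause, since the shift by the scaling, 1.07 over all genes, is 1.39 on 133 markers of the 9 other tissues (1.33 to 1.57 without any 1 list). Genes of low level largely set the scaling: the shift is 1.07 over genes with a mean of at least 1 TPM, 0.53 at 10 TPM and -0.08 at 50 TPM. It falls to 0.17 when computed on 661 markers of the eosinophil stages and is 1.48 on 150 markers of 10 other tissues. That the low-level signal is a background, even across genes and stronger in *cebp1*+/+, is a hypothesis. More messenger RNA per cell in *cebp1*-/-, with 0 spike-in genes in the table, and cells of tissues other than epidermis cannot be told apart from this.

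Cebp1-bound genes are more frequent among the genes that rose. Their expression level may account for the number, 16: among 10000 random lists matched on mean expression in 100 bins it lies at percentile 43.1 (median 17, 95% of lists 11 to 24). The median log2 fold change of all bound genes, 0.37, lies at percentile 99.0 of the same lists (95% of lists 0.15 to 0.36), so the match leaves a small shift of the list open.

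*Eslec* is lower in *cebpb*-/- without passing over all genes. The scaling is argued against as the cause, since *eslec* is at -1.24 (SE 0.20) in TPM as deposited. A smaller share of eosinophil-lineage cells cannot be told apart from a lower level of *eslec* per cell. As deposited, the other 15 tested lineage genes have a median of -0.09, which is log2 1.15 above *eslec*, but they spread more widely than that (SD 1.42, 8 negative and 7 positive), with *itln1* at -0.58, *pdia2* at -0.49 and *gata2a* at 0.05. Keratinocyte markers lie higher in the same libraries (deposited median 2.04), so a larger share of those cells stays open as well.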
